# A Regulatory Network for Coordinated Flower Maturation

**DOI:** 10.1371/journal.pgen.1002506

**Published:** 2012-02-09

**Authors:** Paul H. Reeves, Christine M. Ellis, Sara E. Ploense, Miin-Feng Wu, Vandana Yadav, Dorothea Tholl, Aurore Chételat, Ina Haupt, Brian J. Kennerley, Charles Hodgens, Edward E. Farmer, Punita Nagpal, Jason W. Reed

## Abstract

For self-pollinating plants to reproduce, male and female organ development must be coordinated as flowers mature. The Arabidopsis transcription factors AUXIN RESPONSE FACTOR 6 (ARF6) and ARF8 regulate this complex process by promoting petal expansion, stamen filament elongation, anther dehiscence, and gynoecium maturation, thereby ensuring that pollen released from the anthers is deposited on the stigma of a receptive gynoecium. ARF6 and ARF8 induce jasmonate production, which in turn triggers expression of *MYB21* and *MYB24*, encoding R2R3 MYB transcription factors that promote petal and stamen growth. To understand the dynamics of this flower maturation regulatory network, we have characterized morphological, chemical, and global gene expression phenotypes of *arf*, *myb*, and jasmonate pathway mutant flowers. We found that MYB21 and MYB24 promoted not only petal and stamen development but also gynoecium growth. As well as regulating reproductive competence, both the ARF and MYB factors promoted nectary development or function and volatile sesquiterpene production, which may attract insect pollinators and/or repel pathogens. Mutants lacking jasmonate synthesis or response had decreased *MYB21* expression and stamen and petal growth at the stage when flowers normally open, but had increased *MYB21* expression in petals of older flowers, resulting in renewed and persistent petal expansion at later stages. Both auxin response and jasmonate synthesis promoted positive feedbacks that may ensure rapid petal and stamen growth as flowers open. MYB21 also fed back negatively on expression of jasmonate biosynthesis pathway genes to decrease flower jasmonate level, which correlated with termination of growth after flowers have opened. These dynamic feedbacks may promote timely, coordinated, and transient growth of flower organs.

## Author Summary

Perfect flowers have both male organs that produce and release pollen and female organs that make and harbor seeds. Flowers also often attract pollinators using visual or chemical signals. So that male, female, and pollinator attraction functions occur at the right time, flower organs must grow and mature in a coordinated fashion. In the model self-pollinating plant Arabidopsis, a transcriptional network regulates genes that ensure coordinated growth of different flower organs, as well as pollen release and gynoecium (female) competence to support pollination. This network also regulates nectary development and production of volatile chemicals that may attract or repel insects. We have studied growth, chemical signal levels, and gene expression in mutants affected in components of this network, in order to determine how flower growth is controlled. Several plant hormones act in a cascade that promotes flower maturation. Moreover, regulatory feedback loops affect the timing and extent of developmental steps. Positive feedbacks may ensure that the development of different flower organs is coordinated and rapid, whereas negative feedbacks may allow growth to cease once flowers have opened. Our results provide a framework to understand how flower opening and reproduction are coordinated in Arabidopsis and other flowering plants.

## Introduction

In typical angiosperms, late in flower development, sepals open to expose the inner organs; the petals, stamen filaments, and style elongate; the anthers dehisce to release pollen; and the stigma and transmitting tract mature so as to permit pollen germination and pollen tube growth. These events often occur quite quickly, and are transient, so that flowers open and pollinate, but then stop growing. Effective reproduction therefore requires accurate coordination of these events. Variation in spatial arrangement and timing of maturation of different organs may affect the pollination mode and the mating system. In plants with self-pollinating flowers such as *Arabidopsis thaliana*, stamens and gynoecium grow to about the same length and mature synchronously, allowing efficient self-fertilization [1]. In outcrossing plants, differential growth of stamens and style or staggered timing of anther and gynoecium maturation can instead promote cross-pollination.

The Arabidopsis transcription factors AUXIN RESPONSE FACTOR 6 (ARF6/*At1g30330*) and ARF8/*At5g37020* act partially redundantly to promote late stages in petal, stamen and gynoecium development. *arf6 arf8* double null mutant flowers arrest at flower stage 12 as closed buds with short petals, short stamen filaments, undehisced anthers, and immature gynoecia with short stigmatic papillae and poor support of pollen tube growth, and are largely male- and female-sterile [2]–[4]. *arf6* and *arf8* single mutants and sesquimutants (homozygous for one mutation and heterozygous for the other) have delayed stamen filament elongation and decreased fecundity. *ARF6* and *ARF8* are each expressed in multiple flower tissues including sepals, petals, stamen filaments, style, transmitting tract, ovule funiculi, and nectaries [2], [4]. ARF6 and ARF8 thus act in several organs to promote the transition from closed buds to mature fertile flowers, and to ensure coordinated development of male and female organs, leading to efficient self-fertilization.

*arf6-2 arf8-3* flowers have very low jasmonic acid (JA) levels and decreased expression of several jasmonate biosynthesis genes, and exogenous methyl jasmonate (MeJA) rescued the petal elongation and anther dehiscence defects, but not the stamen elongation defect or gynoecium arrest, of *arf6 arf8* flowers [2], [3]. Mutants affected in jasmonate synthesis or signaling similarly have delayed stamen growth and indehiscent anthers [5]–[8]. Similarly to stamens, petals of jasmonate pathway mutants have been reported to have delayed growth [6]. However, in contrast, other groups have reported that petals of jasmonate pathway mutants are larger than those of wild-type flowers [5], [8], [9]. Jasmonates can inhibit petal expansion by activating alternative splicing of a *bHLH31/BPE/At1g59640* transcript [9], [10]. *arf8* mutants also had enlarged petals, suggesting that ARF8 and BPE act in a common pathway [11]. These results indicate that ARF6 and ARF8 trigger anther dehiscence by promoting jasmonate production, can promote or inhibit petal growth through jasmonate-dependent pathways, and regulate other aspects of flower maturation independently of jasmonate.

The role of jasmonate in stamen development was investigated in more detail by examining MeJA-induced global gene expression changes in the stamens of jasmonate-deficient *opr3* mutant plants [8], [12]. Two closely related R2R3 MYB transcription factor genes, *MYB21/At3g27810* and *MYB24/At5g40350* [13], were rapidly induced by jasmonate. *myb21* mutants had short stamen filaments and petals, and *myb21 myb24* double mutants had indehiscent anthers. These phenotypes were not rescued by exogenous JA or MeJA application, indicating that MYB21 and MYB24 act downstream of jasmonate signaling to promote stamen and petal development [12], [14]. Gibberellin-deficient mutants also have delayed stamen development, decreased JA level, and decreased expression of *MYB21*, *MYB24*, and a third closely related gene, *MYB57/At3g01530* [14]. A fourth closely related gene, *MYB108/At3g06490*, also contributes to stamen development partially redundantly with *MYB24* [15]. *MYB57* and *MYB108* are also induced by jasmonate. *MYB108* has also been isolated as *BOTRYTIS OVERSENSITIVE 1* (*BOS1*), and is required for JA-mediated biotic and abiotic stress responses [16]. MYB21 and MYB24 can activate transcription, and overexpression of *MYB21* or *MYB24* caused defects in flower development [17]–[20]. Other genes encoding members of this clade, *MYB2*, *MYB62*, *MYB78*, *MYB112* and *MYB116*, were not appreciably expressed in flowers [21].

To understand how these components interact to regulate flower maturation, we have analyzed the relative timing of flower organ growth in *arf*, *myb*, and jasmonate pathway mutants, and compared expression of *MYB* and jasmonate pathway genes in wild-type and mutant flowers. These analyses suggest a hierarchical regulatory pathway that triggers flower maturation, and also reveal contrasting effects of jasmonate on petal growth at different developmental stages. Analyses of global gene expression patterns in wild-type, *myb21 myb24*, and *arf6 arf8* flowers reveal that the flower maturation network controls putative chemical attractant functions of flowers, and that both positive and negative feedback loops control auxin and jasmonate responses during flower maturation.

## Results

### *MYB* Genes Are Expressed Downstream of ARF6 and ARF8 in Multiple Flower Organs

Before characterizing mutant phenotypes, we examined expression of *MYB* genes in wild-type, *arf6-2 arf8-3*, and jasmonate pathway mutant flowers. In wild-type flowers, *MYB21* and *MYB24* were first expressed at stages 11–12 shortly before flower opening, whereas in *arf6-2 arf8-3* flowers *MYB21* and *MYB24* mRNAs were almost undetectable (Figure 1A; Figure S1A, S1C) [2]. Conversely, *ARF6* and *ARF8* mRNA levels were normal in *myb21-5 myb24-5* flowers (Figure 1C, Table S3). 

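On the gene chip arrays, *ARF6* (*At1g30330*) had a log2 expression value of 9.55 ± 0.35 (SD, n = 3 arrays) in wild-type and 9.55 ± 0.16 in *myb21-5 myb24-5* stage 12 flowers. *ARF8* (*At5g37020*) had 10.28 ± 0.32 and 9.89 ± 0.18, respectively. Neither gene passed the test between these genotypes at stage 12 (0.00, SE 0.81, adjusted p = 1 from limma as log2 change of *ARF6*, and -0.38, SE 0.74, adjusted p = 0.948 for *ARF8*), and for both the arrays of the 2 genotypes overlapped. At stage 13, replicates B and C of *myb21-5 myb24-5* had *ARF6* values of 9.48 and 9.21 and *ARF8* values of 10.00 and 9.75. The array labelled *myb21-5 myb24-5* stage 13 replicate A had 4.75 for *ARF6* and 5.68 for *ARF8*. Without that array, a choice made after seeing the data, the standard errors at stage 12 were 0.19 and 0.18, and neither gene was called (adjusted p = 0.999 and 0.377).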

*MYB21* and *MYB24* were also underexpressed in jasmonate-deficient *aos-2* mutant inflorescence apices and in jasmonate-resistant *coi1-1* apices (Figure 1B). Both *MYB21* and *MYB24* baseline expression levels were lower in *arf6-2 arf8-3* inflorescences than in *aos-2* or *coi1-1* inflorescences (Figure 1B). Exogenous methyl jasmonate induced *MYB21* and *MYB24* genes in *arf6-2 arf8-3* and *aos-2* mutant inflorescence apices, but not in *coi1-1* apices (Figure 1B) [12], [14], [15]. *P_35S_:ARF6* plants that overexpress *ARF6* did not have increased *MYB21* mRNA level (Figure S1A); and *P_ARF6_:mARF6* plants expressing an *ARF6* transgene that is immune to regulation by *miR167*, and which have an expanded *ARF6* expression domain in the ovules [4], did not have a similarly expanded *MYB21* expression domain (Figure 2F, 2G). These results suggest that ARF6 and ARF8 induce these *MYB* genes indirectly, at least partly by increasing jasmonate levels. Exogenous MeJA only partially restored *MYB21* and *MYB24* expression and stamen and petal growth in *arf6-2 arf8-3* flowers (Figure 1B) [2], raising the possibility that ARF6 and ARF8 may also regulate *MYB21* and *MYB24* by additional jasmonate-independent mechanisms.

**Figure 1:**
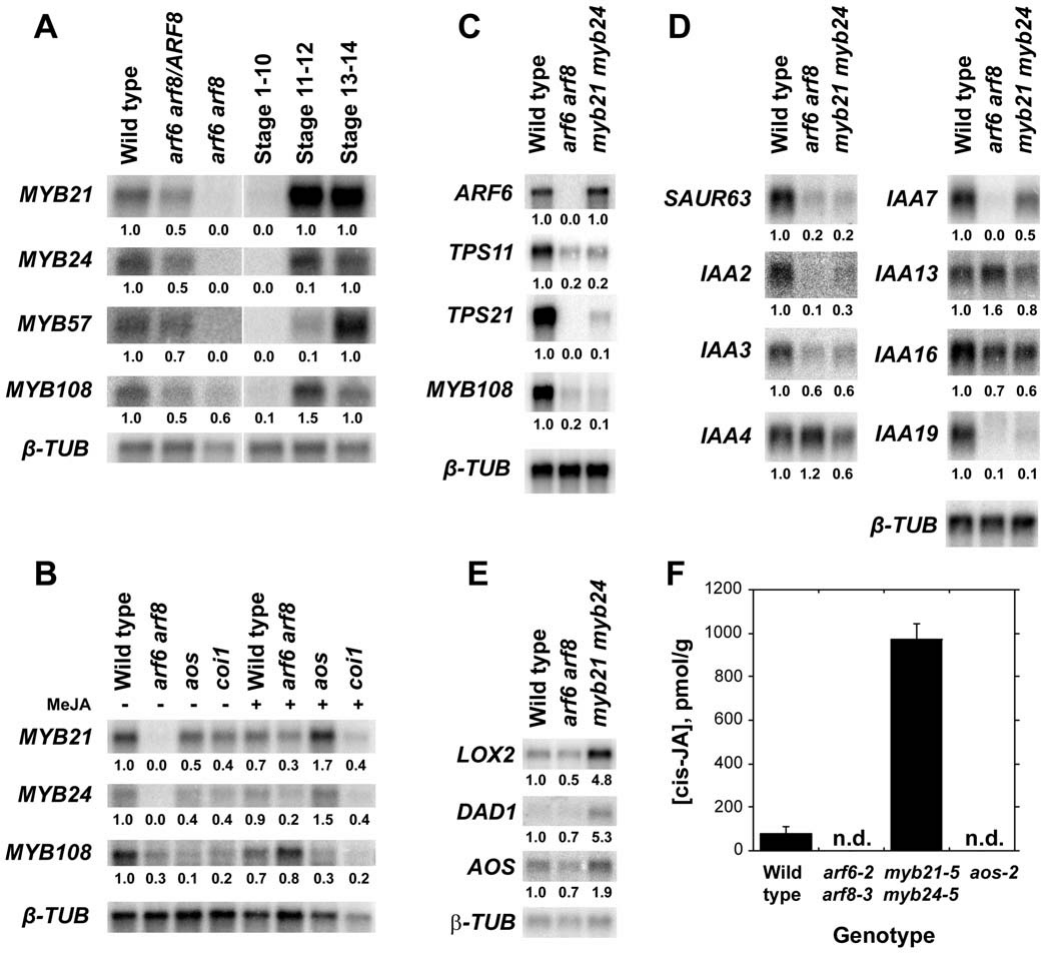
Gene expression and jasmonate production in wild-type and mutant flowers. (A–B) RNA gel blot hybridization using *MYB21*, *MYB24*, *MYB57* and *MYB108* probes. (A) RNA from wild-type, *arf6-2 arf8-3/ARF8* and *arf6-2 arf8-3* inflorescences (left panel), and wild-type stage 1–10, stage 11–12 and stage 13–14 flowers (right panel). (B) RNA from untreated (left panel) or MeJA treated (right panel) wild-type, *arf6-2 arf8-3*, *aos-2* and *coi1-1* inflorescences. (C) RNA gel blot hybridization using *ARF6*, *TPS11*, *TPS21*, *MYB108* and *SAUR63* probes. RNA from wild-type, *arf6-2 arf8-3* and *myb21-5 myb24-5* inflorescences. (D) RNA gel blot hybridization using *SAUR63*, *IAA2*, *IAA3*, *IAA4*, *IAA7*, *IAA13*, *IAA16* and *IAA19* probes. RNA from wild-type, *arf6-2 arf8-3* and *myb21-5 myb24-5* stage 12-13 flowers. (E) RNA gel blot hybridization using *LOX2*, *DAD1*, and *AOS* probes. PolyA^+^ RNA from wild-type, *arf6-2 arf8-3* and *myb21-5 myb24-5* stage 12–13 flowers. In A–E, numbers beneath each band indicate measured signal level relative to the *β-TUBULIN* control. (F) cis-JA concentrations in wild-type, *arf6-2 arf8-3*, *myb21-5 myb24-5*, and *aos-2* stage 12-13 flowers. Data are means of two measurements ± SD. n.d., not detected.

**Figure 2:**
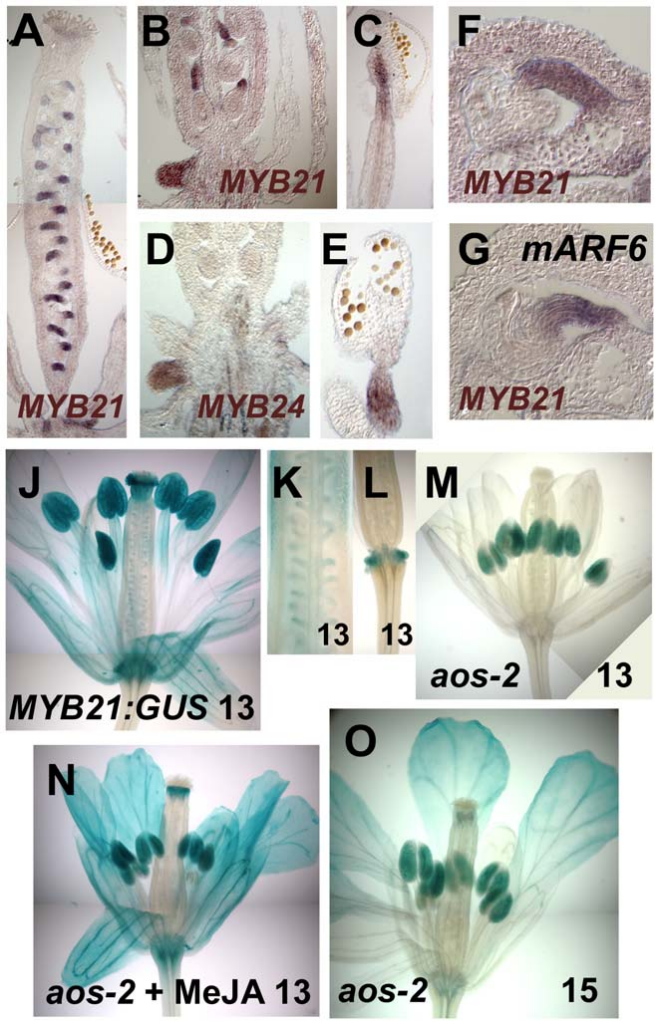
Expression patterns of *MYB21* and *MYB24*. (A–C) *In situ* hybridization with a *MYB21* antisense probe in stage 12 wild-type gynoecia (A,B) or stamen filament (C). (D,E) *In situ* hybridization with a *MYB24* antisense probe in stage 12 wild-type nectary (D) and stament filament (E). (F) *MYB21 in situ* hybridization in a wild-type ovule. (G) *MYB21 in situ* hybridization in a *mARF6* ovule. (J–O) X-Gluc staining of *P_MYB21_:MYB21:GUS* flowers. (J) Stage 13 wild-type whole flower. (K) Gynoecium showing ovule funiculi. (L) Gynoecium base showing nectary. (M–O) *aos-2 P_MYB21_:MYB21:GUS* flowers at stage 13 (M), (N) MeJA-treated stage 13, (O) Stage 15 untreated.

By *in situ* hybridization and using transgenic plants carrying a *P_MYB21_:MYB21:GUS* protein fusion reporter, we detected *MYB21* expression in sepals, petals, the apical part of stamen filaments, the style, ovule funiculi, and nectaries of stage 13 and 14 flowers (Figure 2A–2C, 2F, 2J–2L; Figure S1D). In the *aos-2* jasmonate-deficient background, *P_MYB21_:MYB21:GUS* expression was decreased in these organs, but was restored by exogenous methyl jasmonate (Figure 2M, 2N). *MYB24* and *P_MYB24_:MYB24:GUS* were likewise expressed in stamen filaments, style, and nectaries of stage 13 and 14 flowers, but not in ovule funiculi (Figure 2D, 2E; Figure S1E). Available microarray expression data are consistent with expression of both *MYB21* and *MYB24* in sepals, petals, stamens and carpels [21]. Expression of *P_MYB21_:MYB21:GUS* and *P_MYB24_:MYB24:GUS* in anthers or pollen (Figure 2, Figure S1) is likely an artifact of our fusion constructs, because *in situ* hybridizations revealed stamen filament but not anther expression (Figure 2C, 2E) [14]; microarray data from dry or germinated pollen revealed no expression of *MYB21* or *MYB24* [22]; and X-Gluc staining was present in anthers of *arf6-2 arf8-3 P_MYB21_:MYB21:GUS* plants although *arf6-2 arf8-3* flowers lacked detectable *MYB21* transcript (Figure 1A, 1B; Figure S1A–S1C).

### MYB21 and MYB24 Promote Petal and Stamen Development

To determine timing of stamen and petal growth in flowers of different genotypes, we measured organ lengths of flowers along a developmental series from closed buds to open flowers (Figure 3) [23]. Wild-type gynoecia elongated at a fairly constant rate through these stages, so that gynoecium length provided an internal reference for developmental stage. In addition, in independent experiments we measured organ lengths of flowers at defined positions on the inflorescence relative to the position of the first open flower in wild-type plants (Table S1). In wild-type Arabidopsis flowers, sepals stopped growing at stage 12, shortly before flowers opened [1], [23]. Petals and stamens grew slowly through early stages, but grew much more rapidly at stage 12 and stage 13, when the flowers opened (Figure 3A, 3I, 3J). Wild-type flowers generally self-pollinated as they opened. Just after this stage, petals and stamens stopped elongating, and about two days thereafter they began to senesce [1], [24].

**Figure 3:**
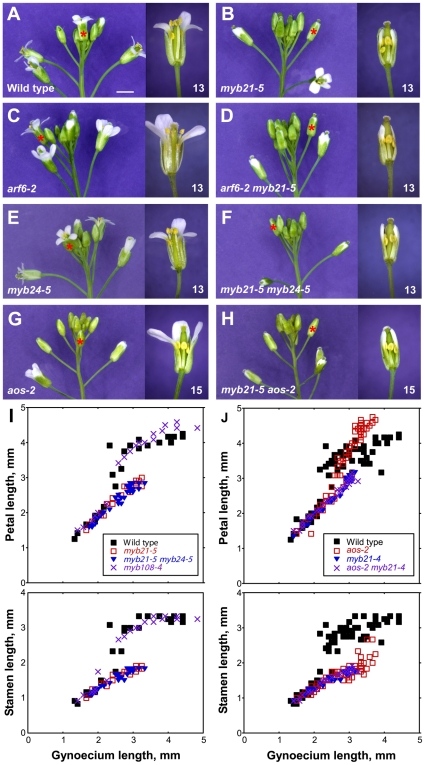
Inflorescence apices and flower phenotypes of *myb21*, *myb24*, *myb108*, and *aos* mutants. (A–H) Photographs of inflorescences (left panels) and individual flowers (right panels) of indicated genotypes. Asterisks indicate the position of the first open flower (stage 13) in the inflorescences shown, or the corresponding flower based upon bud size and position compared to a wild-type inflorescence. Individual flowers shown in the right panels are the first open flower (stage 13, A–F) or the fourth open flower (stage 15, G–H). Some sepals and petals have been removed to show inner organs. Scale bar: left panels, 3 mm, right panels, 1 mm. (I, J) Scatter plots showing petal and stamen lengths relative to gynoecium length of individual flowers of indicated genotypes. In I, data from a single experiment are shown. In J, measurements from two experiments were combined. Figure S2 shows similar data for additional genotypes.

*arf6-2* and *arf8-3* single mutants had delayed petal and stamen growth compared to wild type, but at a slightly later stage *arf6-2* and *arf8-3* mutant petals and stamens did reach wild-type lengths relative to gynoecium length (Figure 3C, Figure S2A). Although *arf8-3* mutants have been reported to have longer and wider petals than wild type [11], under our growth conditions petals of *arf6-2* and *arf8-3* flowers appeared wider but were not longer than wild-type petals. *arf6-2 arf8-3* double mutant flowers arrested with short stamens, petals, and gynoecia (Figure S2A) [2], [3].

We recovered the presumed null mutations *myb21-4* and *myb21-5*, each of which has a stop codon in the *MYB21* coding sequence, in a screen for *arf6-2* enhancers (Figure S3); and we used available T-DNA insertion alleles in *MYB24* (Materials and Methods, Figure S4, Table S2). *arf6-2 myb21-4* and *arf6-2 myb21-5* plants had flower buds with small unreflexed petals and short stamens, and set seed only when manually pollinated (Figure 3D, Table S1). The *myb21-5* mutation also enhanced *arf8-3* phenotypes, but did not affect organ lengths of the more severely affected *arf6-2 arf8-3* flowers (Table S1), indicating that *MYB21* can be placed in the same genetic pathway as *ARF6* and *ARF8*.

Similarly to other *myb21* mutants [12], [14], [20], *myb21-4* and *myb21-5* single mutant flowers had short petals, short stamens with reduced epidermal cell length, and delayed flower opening and anther dehiscence (Figure 3B, 3I, Figure S2C, Figure S5A–S5C, Table S1). The *myb21-4* and *myb21-5* mutants had stronger phenotypes than the *myb21-2* T-DNA insertion allele, which is in an intron and makes some full-length transcript (Table S1, Figure S4) [12]. Flowers of *myb24-2* and *myb24-5* single mutant plants appeared normal (Table S1, Figure 3E). Flowers of *myb21-5 myb24-5* double mutants grew similarly to *myb21-5* flowers up to stage 13 (Figure 3B, 3F, 3I; Table S1). However, whereas *myb21-5* flowers sometimes opened, *myb21-5 myb24-5* flower buds remained closed (Figure 3B, 3F). Moreover, *myb21-5 myb24-5* anthers failed to release pollen until after the flowers started to senesce, and treatment with exogenous MeJA failed to accelerate pollen release (Table S1).

### ARF6, ARF8, and MYB21 Promote Gynoecium Growth

As well as acting in petals and stamens, *MYB21* and *MYB24* are expressed in the gynoecium, suggesting that they may regulate aspects of gynoecium development or function. Gynoecia of wild-type, *arf6-2*, and *arf8-3* flowers grew to at least 4 mm long even if unpollinated (Figure S2A). Gynoecia of *arf6-2 arf8-3*, *myb21* and *myb21 myb24* flowers were shorter than wild-type gynoecia, and arrested at about 3 mm long (Table S1; Figure 3I, 3J; Figure S2A). This phenotype was largely attributable to decreased valve lengths in the mutants (Figure S6F). *myb21* mutations also decreased stigma lengths, although this effect was only statistically significant for both tested *myb21* alleles in *myb24-5* or *arf6-2/+ arf8-3* genetic backgrounds (Figure S6A–S6D, S6G). In the *arf6-2/+ arf8-3* genetic background, *myb21* mutations also decreased the proportion of ovules that were fertilized by wild-type pollen, from about 78% in *arf6-2*/*ARF6 arf8-3* ovules, to just 35–40% in *arf6-2*/*ARF6 arf8-3 myb21-4* or *arf6-2*/*ARF6 arf8-3 myb21-5* ovules. In many poorly fertilized gynoecia, pollen tubes only entered the apical part of the transmitting tract. These stigma and fertilization phenotypes were similar to, although less severe than, those observed for *arf6-2 arf8-3* plants (Figure S6E) [4].

### MYB21 Can Promote Petal Growth Independently of Jasmonate Response

Flowers of jasmonate-deficient (*aos-2*) or -insensitive (*coi1-1*) mutants had short stamens and indehiscent anthers similar to those of *myb21 myb24* mutants (Figure 3G, 3J; Figure S2C; Table S1). Similarly, at the time of wild-type flower opening (staged according to gynoecium length), *aos-2* and *coi1-1* flowers had delayed petal growth just as *myb21* and *myb21 myb24* flowers did, indicating that jasmonates promote petal growth at stage 12 (Figure 3G, 3J; Figure S2C). However, at stages 14–15 after pollination has normally occurred in wild-type flowers, petals of *aos-2* and *coi1-1* flowers continued to grow, so as to become larger than wild-type petals (Figure 3G, 3J; Figure S2C). Mutant flowers also senesced later than wild-type flowers, possibly accounting in part for the prolonged growth phase of these petals.

Gynoecia and valves of *aos-2* and *coi1-1* mutant flowers grew slightly less than those of unfertilized wild-type flowers, but more than those of *myb21* or *myb21 myb24* flowers (Figure 3J, Figure S2C, Figure S6F). Stigmas of *aos-2* and *coi1-1* flowers were as long as those of wild-type flowers, and *aos-2* and *coi1-1* gynoecia supported full fertilization after being pollinated manually (Figure S6G). Thus, *myb21* mutations had stronger effects on both petal and gynoecium growth than did *aos-2* or *coi1-1* mutations. The weaker phenotypes of *aos-2* and *coi1-1* than *myb21* and *myb21 myb24* mutants appears inconsistent with the hierarchical model in which jasmonates induce *MYB* genes which in turn cause petal expansion. These results might have arisen if the *aos-2* and *coi1-1* mutants each retain some jasmonate response. However, we detected no cis-JA in *aos-2* flowers (Figure 1F), and the *coi1-1* mutation is a null mutation in the only known JA-Ile receptor. Moreover, flowers of *aos-2 coi1-1* double mutant plants had enlarged petals and delayed senescence as did flowers of either single mutant (data not shown), suggesting that *aos-2* and *coi1-1* mutations each eliminated jasmonate response in flowers.

We therefore explored in more detail how the jasmonate pathway affects *MYB21* expression. 

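On the gene chip arrays, *MYB21* (*At3g27810*) had a log2 value of 12.40 ± 0.06 (SD, n = 3 arrays) in wild-type stage 12 flowers and 12.36 ± 0.04 in wild-type stage 13 flowers, and did not pass the test between the stages (log2 change -0.04, SE 1.21, adjusted p = 0.995 from limma). *MYB24* (*At5g40350*) had 9.90 ± 0.39 at stage 12 and 8.53 ± 0.18 at stage 13 (log2 change -1.37, SE 1.01, adjusted p = 0.582). All 3 stage 13 arrays of *MYB24* lay below all 3 stage 12 arrays, whereas those of *MYB21* overlapped. The standard errors come from one fit to all arrays. When the array labelled *myb21-5 myb24-5* stage 13 replicate A, whose *MYB21* value was 5.05 against 11.85 and 11.95 in its replicates, was left out after seeing the data, the standard error for *MYB21* was 0.26 and the adjusted p of *MYB24* was 0.00832.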

In wild-type flowers, *MYB21* expression was high at stage 12, and then decreased at stages 13 and 14 (Figure 4, Table S3). Whereas at stage 12 *aos-2* and *coi1-1* flowers had lower expression of *MYB21* than did wild-type flowers, at stage 14 they had higher expression (Figure 4). Similarly, *aos-2 P_MYB21_:MYB21:GUS* plants had reduced X-Gluc staining at stage 13, but had X-Gluc staining in petals at stage 15 (Figure 2M, 2O). Thus, in both wild-type and jasmonate pathway mutant plants, petal growth correlated with *MYB21* expression. Moreover, petals of *myb21-4 aos-2*, *myb21-5 aos-2*, and *coi1-1 myb21-4* double mutant flowers failed to enlarge at late stages, and flower buds of these double mutants never opened (Table S1; Figure 3H, 3J; Figure S2C). Thus, MYB21 is active and promotes petal elongation in stage 14 *aos-2* and *coi1-1* flowers.

**Figure 4:**
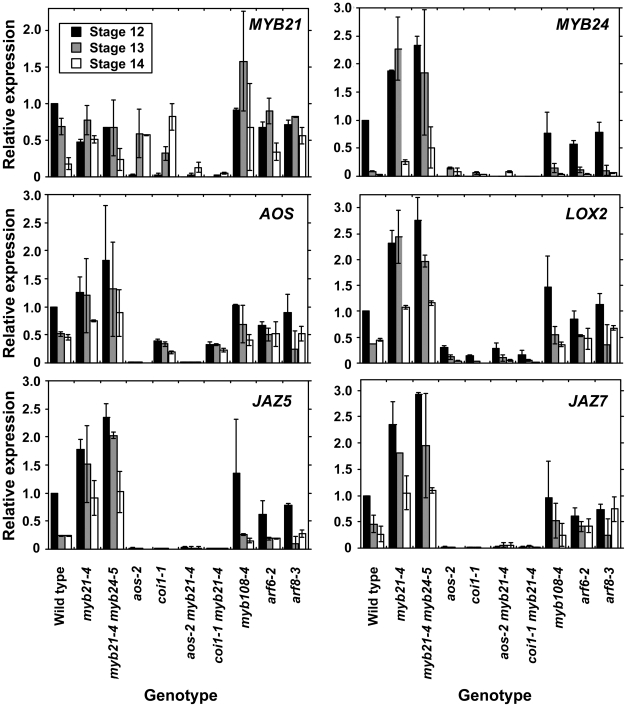
Expression of *MYB21*, *MYB24*, and jasmonate pathway genes in wild-type and mutant flowers at stages 12, 13, and 14. Gene expression was measured by quantitative RT-PCR. Shown are means of two biological replicates each having three technical replicates (± SD). Within each biological replicate, expression levels were normalized to expression in wild-type stage 12 flowers.

### Global Gene Expression Changes in Maturation-Deficient Flowers

These analyses revealed that starting at flower stage 12, ARF6 and ARF8 promote *MYB21* and *MYB24* expression in multiple flower organs largely by increasing jasmonate levels. MYB21 and MYB24 in turn promote petal and stamen filament growth, anther dehiscence, and gynoecium growth and maturation, with MYB21 having a predominant role. To explore gene expression patterns underlying this regulatory hierarchy, we used Affymetrix ATH1 gene chip arrays to monitor global gene expression in wild-type, *arf6-2 arf8-3* and *myb21-5 myb24-5* closed buds (stage 12 flowers) and newly open flowers (stage 13). 

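The targeted genes were read on each array first. On the 6 *arf6-2 arf8-3* arrays, *ARF6* lay between 4.73 and 5.27 on the log2 scale and *ARF8* between 5.73 and 6.41, against at least 9.14 and 9.90 on the 6 wild-type arrays. On the 6 *myb21-5 myb24-5* arrays, *MYB21* lay between 5.05 and 11.95 and *MYB24* between 3.88 and 9.85. The *myb21-5* allele has a premature stop codon (Figure S3) and need not lower its mRNA, and the *myb24-5* insertion lies in an intron (Table S2). Where the probes lie within these genes, and where the *arf* insertions lie, is not given in the sources used here, so these probe sets do not by themselves check the alleles. The *ARF6* values did part the 2 mutants, with 9.21 to 9.73 on the other 5 *myb21-5 myb24-5* arrays. The array labelled *myb21-5 myb24-5* stage 13 replicate A had *MYB21* at 5.05 and *MYB24* at 3.88, where its replicates B and C had at least 11.85 and 9.07. Over all probe sets, the SD of its log2 difference from *arf6-2 arf8-3* stage 13 replicate A was 0.121, whereas pairs of arrays within a group had SDs from 0.236 to 0.551. The largest of these, 0.538 and 0.551, were its own pairs with replicates B and C, and the other pairs reached at most 0.481. RNA gel blots in Figure 1C show *ARF6* mRNA in *myb21-5 myb24-5* inflorescences. These values argue against RNA of *myb21-5 myb24-5* flowers on this array, but do not show how it came by its label. The array was kept under its label, and values without it, an alternative chosen after seeing the data, are given beside some of the results.

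**Figure D1:**
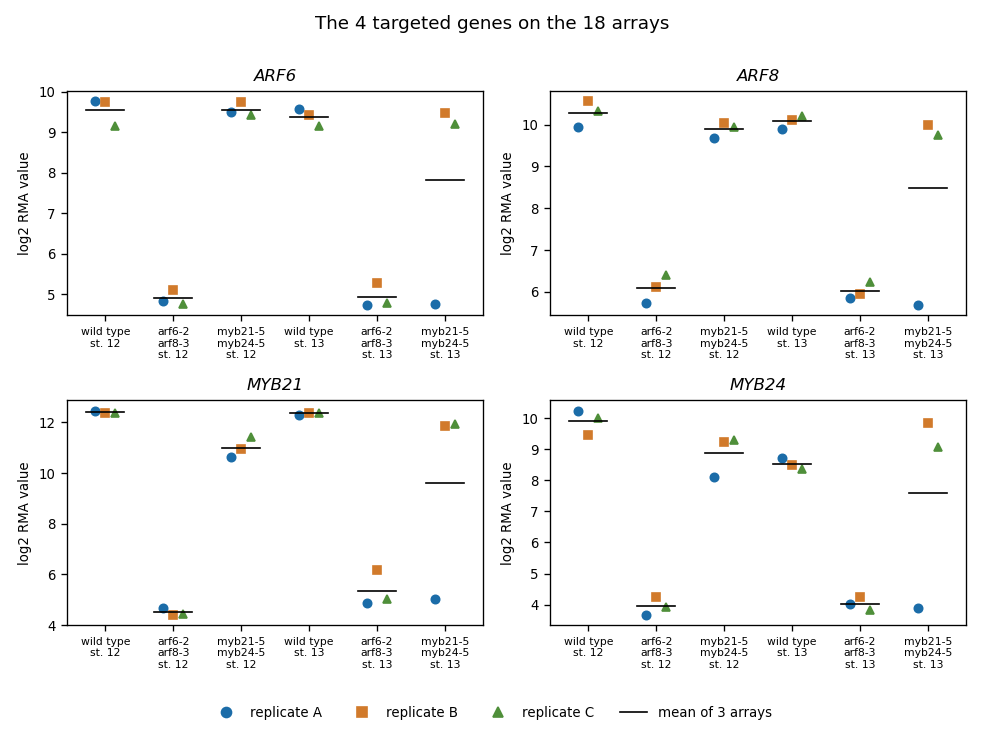
Log2 expression values of *ARF6*, *ARF8*, *MYB21* and *MYB24* on each of the 18 arrays, by genotype and flower stage. Each point is 1 array, its symbol gives the replicate letter, and the line is the mean of 3 arrays. In stage 13 *myb21-5 myb24-5* flowers the array labelled replicate A lies apart from replicates B and C in all 4 genes, at 4.75 for *ARF6*.

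Each of the 3 genotypes was sampled at both stages in 3 biological replicates labelled A, B and C, which gives 18 arrays in 6 groups. The arrays, of the Affymetrix ATH1 type, measure each gene by 1 or more probe sets. The authors corrected the background and normalised the data by RMA, and deposited log2 values, with array medians between 7.71 and 7.78. The median SD between replicates was 0.112 to 0.161 in the 6 groups, and 3 arrays per group limit the precision. From these values, limma was fitted once to all 18 arrays, so that the groups share one estimate of the spread. A gene was called over- or underexpressed at an adjusted p under 0.05 over 22746 probe sets (Benjamini-Hochberg) and a change of at least 2-fold, which is the study's cutoff. The methods' t-test without adjustment was run on the same values as an alternative. Wherever a mutant's log2 change or fold is given with an adjusted p under 0.05, all 3 mutant arrays lay on one side of all 3 wild-type arrays.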

Expression data for each array probe set were compared statistically between genotypes, and in addition a two-fold expression ratio cutoff was applied to remove genes with statistically significant but small relative differences in expression level (Figure 5, Table S3). We focussed our analyses on gene expression changes at stage 12, when flowers of both double mutants have similar morphology to wild-type flowers. 

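At stage 13, 812 genes were underexpressed and 592 overexpressed in *arf6-2 arf8-3* flowers, and 555 and 313 in *myb21-5 myb24-5* flowers, with n = 3 arrays per group. *CYP71B31* (*At3g53300*), a cytochrome P450 gene, was 366-fold lower (log2 change -8.51, SE 0.23, adjusted p = 3.8e-12) in *arf6-2 arf8-3* flowers and 348-fold lower (log2 change -8.44, SE 0.23, adjusted p = 4.31e-12) in *myb21-5 myb24-5* flowers, all from limma. *XTH19* (*At4g30290*), encoding a xyloglucan endotransglucosylase/hydrolase that acts on cell walls, fell by 6.54 and 5.60 on the log2 scale (adjusted p = 4.99e-08 and 3.68e-07). Of 32 expansin and *XTH* genes listed beforehand, 11 had a probe set named by the platform table. Among these, 6 were lower and 2 higher in *arf6-2 arf8-3* flowers (6 and 2 adjusted over the list alone), and 3 were lower and 0 higher in *myb21-5 myb24-5* flowers (3 and 0 adjusted over the list alone, and 5 and 0 at an unadjusted p under 0.05). The 2 higher in *arf6-2 arf8-3* flowers became 1 without any 1 of the 6 arrays compared, a check added after seeing the data. As a set, the list was lower by camera in *arf6-2 arf8-3* (adjusted p = 0.000497) and *myb21-5 myb24-5* flowers (adjusted p = 0.000226). For *myb21-5 myb24-5* flowers, the list counts, set test and *CYP71B31* value are given only with the array labelled replicate A. That array resembled *arf6-2 arf8-3* stage 13 replicate A, so likeness of the mutants in these values may partly come from it. *DIN2* (*At3g60140*), a dark-inducible β-glucosidase gene, was 37.5-fold higher (SE 0.75 on the log2 scale, adjusted p = 0.000197) in *arf6-2 arf8-3* flowers, and *BCAT4* (*At3g19710*), an aminotransferase gene of glucosinolate synthesis, was 16.1-fold higher (SE 0.67 on the log2 scale, adjusted p = 0.000665). With the array labelled *myb21-5 myb24-5* stage 13 replicate A left out after seeing the data, 566 and 455 genes were called in *myb21-5 myb24-5* flowers and 846 and 625 in *arf6-2 arf8-3* flowers, and *XTH19* fell by 4.99 in *myb21-5 myb24-5* flowers (adjusted p = 8.42e-08).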

Stage 13 data are presented for reference (Table S3), but presumably include many indirect effects caused by developmental arrest of mutant flowers at stage 12. As most array probe sets correspond uniquely to a single gene, in the following analyses we refer to probe sets as “genes.”

**Figure 5:**
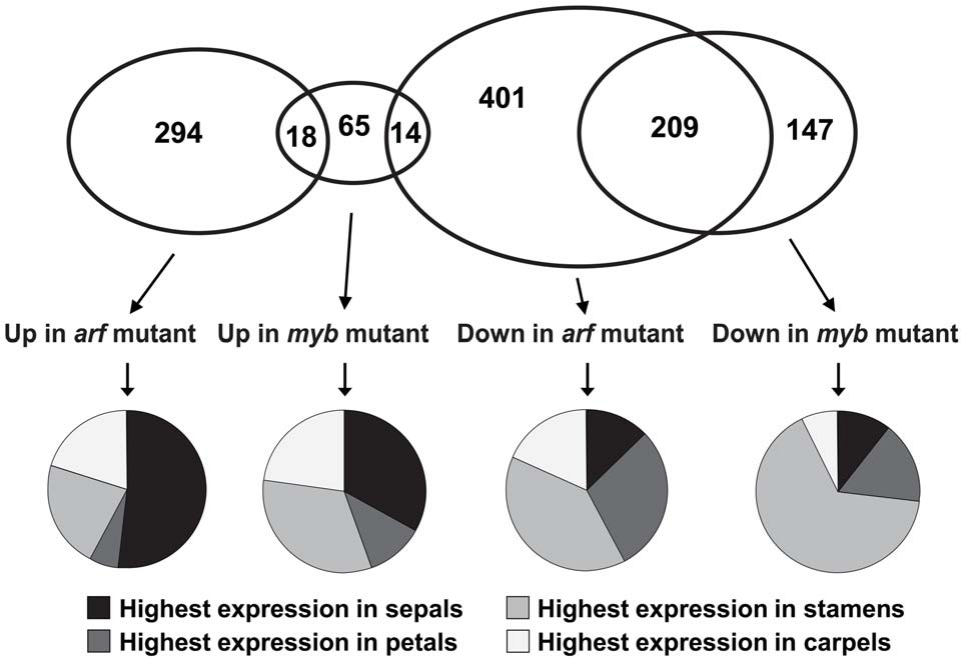
Global analyses of gene expression in *arf6-2 arf8-3* and *myb21-5 myb24-5* stage 12 flowers. Venn diagram indicates numbers of genes with higher or lower expression in mutant compared to wild-type flowers, based on a t-test (P<0.05) and a two-fold ratio of expression values. Pie charts indicate the proportion of genes in each expression class having highest expression in sepals, petals, stamens, or carpels of wild-type stage 12 flowers [21]. Table S3 lists these genes and provides details of their expression levels.

At flower stage 12, 624 genes were expressed at a lower level in *arf6-2 arf8-3* flowers than in wild-type flowers, and 312 genes were expressed at a higher level (Figure 5). 

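In stage 12 *arf6-2 arf8-3* flowers, 592 genes were underexpressed and 295 overexpressed (limma, n = 3 arrays per group). *GPAT5* (*At3g11430*), encoding a glycerol-3-phosphate acyltransferase of suberin synthesis, was 53.7-fold lower (log2 change -5.75, SE 0.20, adjusted p = 1.6e-10). *TPS14* (*At1g61680*), a linalool synthase gene, was 61.2-fold lower (SE 0.37 on the log2 scale, adjusted p = 1.41e-07), and *MLP168* (*At1g35310*), encoding an MLP-like protein, 61.1-fold lower (SE 0.30 on the log2 scale, adjusted p = 8.38e-09). *MYB21* was 239-fold lower (SE 1.21 on the log2 scale, adjusted p = 0.000922) and *MYB24* 61.6-fold lower (SE 1.01 on the log2 scale, adjusted p = 0.00185). Among the overexpressed genes, *DIN2* rose by 3.56 on the log2 scale (SE 0.75, adjusted p = 0.00787), *HIS1-3* (*At2g18050*), a drought-inducible linker histone gene, by 3.01 (adjusted p = 0.0042), and *NAC047* (*At3g04070*), a NAC transcription factor gene, by 2.92 (adjusted p = 0.00382). Of 32 expansin and *XTH* genes listed beforehand, 11 are named by the platform table. Of these, 2 were lower and 1 was higher (2 of each adjusted over the list alone; 1 lower without wild-type or *arf6-2 arf8-3* stage 12 replicate A). A further 9 are named only through the study's own tables, which hold genes chosen on these arrays, and 6 of those were lower, including *EXPA3* (*At2g37640*; log2 change -3.27, adjusted p = 0.000693) and *XTH8* (*At1g11545*; log2 change -3.19, adjusted p = 0.000272). Of 23 pollen genes listed beforehand, 5 are named by the platform table, and 2 of those were lower, *AGL66* and *ACT12* (4 adjusted over the list alone), with a median of -1.13 over the 5 (camera adjusted p = 0.00182, but adjusted p = 0.237 with an estimated correlation). That count was 0 without any 1 of the wild-type stage 12 arrays or *arf6-2 arf8-3* replicate B, and 1 without *arf6-2 arf8-3* replicate A. Of 7 named only through the study's tables, 5 were lower, or 1 without wild-type replicate A and 3 without *arf6-2 arf8-3* replicate A or B. These list counts without 1 array were added after seeing the data. Wild-type and mutant arrays did not overlap in 5511 genes (24.2%, where chance gives 10%). Without wild-type stage 12 replicate A, 195 genes were overexpressed, and without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, 689 genes were under- and 351 overexpressed.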

In *myb21-5 myb24-5* stage 12 flowers, 356 genes were underexpressed and 97 were overexpressed relative to wild-type flowers. 

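In stage 12 *myb21-5 myb24-5* flowers, 188 genes were underexpressed and 33 overexpressed (limma, n = 3 arrays per group). *CYP76C3* (*At2g45580*), a cytochrome P450 gene of linalool metabolism, was 22.7-fold lower (log2 change -4.51, SE 0.11, adjusted p = 3.27e-12). *KCS17* (*At4g34510*), encoding a 3-ketoacyl-CoA synthase of very-long-chain fatty acid synthesis, was 28.6-fold lower (log2 change -4.84, SE 0.40, adjusted p = 4.65e-06), and *TPS24* (*At3g25810*), a monoterpene synthase gene, 28-fold lower (SE 0.22 on the log2 scale, adjusted p = 2.68e-09). The cell wall genes *EXPA11* (*At1g20190*) and *XTH7* (*At4g37800*) fell by 3.07 and 1.83 on the log2 scale (adjusted p = 0.00302 and 0.00279). Among the overexpressed genes, *PAP20* (*At3g52780*), a purple acid phosphatase gene, was 3.74-fold higher (log2 change 1.90, SE 0.24, adjusted p = 0.000303), *CB5-C* (*At2g46650*), a cytochrome b5 gene, 3.13-fold higher (SE 0.30 on the log2 scale, adjusted p = 0.00617), and *GPT2* (*At1g61800*), a plastid glucose-6-phosphate translocator gene, 2.8-fold higher (SE 0.22 on the log2 scale, adjusted p = 0.00132). The number of overexpressed genes was 12 without wild-type stage 12 replicate B, 19 without *myb21-5 myb24-5* stage 12 replicate B and, left out after seeing the data, 87 without the array labelled *myb21-5 myb24-5* stage 13 replicate A (with 239 underexpressed). It was 56 with the replicate letter as a block and 69 when only the 6 arrays compared were fitted, while array weights gave 333 under- and 77 overexpressed genes and the methods' t-test without adjustment 356 and 97.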

Of the genes underexpressed in *arf6-2 arf8-3* flowers, 33% (209/624) were also underexpressed in *myb21-5 myb24-5* flowers, and 2% (14/624) were overexpressed. 

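Of the 592 genes underexpressed in *arf6-2 arf8-3* flowers, 145 (24.5%) were also underexpressed in *myb21-5 myb24-5* flowers at stage 12. *AAE11* (*At1g66120*), encoding an acyl-activating enzyme, was 39.5-fold lower (log2 change -5.30, SE 0.23, adjusted p = 1.74e-09) in *arf6-2 arf8-3* and 40.1-fold lower (log2 change -5.32, SE 0.23, adjusted p = 1.63e-09) in *myb21-5 myb24-5* flowers (limma, n = 3 arrays per group). *CYP71B31* fell by 4.40 and 4.35 on the log2 scale in these mutants (SE 0.23, adjusted p = 1.17e-08 and 1.43e-08), and *At3g22910*, a calcium-transporting ATPase gene, fell by 4.81 and fell by 4.96 (SE 0.19, adjusted p = 6.09e-10 and 3.9e-10). *MEE26* (*At2g34870*) fell by 5.60 in *arf6-2 arf8-3* flowers (adjusted p = 0.00317), while its change of -0.96 in *myb21-5 myb24-5* flowers was not called (adjusted p = 0.856). By limma, 0 genes were lower in *arf6-2 arf8-3* and higher in *myb21-5 myb24-5* flowers, with 4 at an unadjusted p under 0.05. The count was 14 by the methods' t-test without adjustment, 11 when only the arrays compared were fitted, 3 with array weights, and 14 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, where 188 of 689 genes (27.3%) were lower in both mutants.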

Of the genes overexpressed in *arf6-2 arf8-3* flowers, 6% (18/312) were also overexpressed in *myb21-5 myb24-5* flowers, and none was underexpressed. Thus, the *myb* mutations affected a greater proportion of genes that were underexpressed in *arf6-2 arf8-3* flowers than of genes that were overexpressed in *arf6-2 arf8-3* flowers. 

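Of the 295 genes overexpressed in *arf6-2 arf8-3* flowers, 10 (3.4%) were also overexpressed in *myb21-5 myb24-5* flowers at stage 12. *MYB59* (*At5g59780*), encoding a MYB transcription factor, was 3.66-fold higher (log2 change 1.87, SE 0.16, adjusted p = 5.62e-06) in *arf6-2 arf8-3* and 2.06-fold higher (log2 change 1.05, SE 0.16, adjusted p = 0.00181) in *myb21-5 myb24-5* flowers (limma, n = 3 arrays per group). *PME61* (*At3g59010*), a pectin methylesterase gene, was 2.94-fold higher (SE 0.18 on the log2 scale, adjusted p = 8.16e-05) in *arf6-2 arf8-3* and 2.52-fold higher (SE 0.18 on the log2 scale, adjusted p = 0.000432) in *myb21-5 myb24-5* flowers. *PAP20* and *GPT2*, both higher in *myb21-5 myb24-5* flowers, rose by 1.87 and 1.30 on the log2 scale in *arf6-2 arf8-3* flowers (adjusted p = 0.000247 and 0.00196). By limma, 0 genes were higher in *arf6-2 arf8-3* and lower in *myb21-5 myb24-5* flowers, and the count was also 0 at an unadjusted p under 0.05 and by the methods' t-test. The shared overexpressed genes numbered 18 by the methods' t-test without adjustment, 24 with the replicate letter as a block, 28 with array weights, and 17 without wild-type stage 12 replicate C. They numbered 18 of 351 (5.1%) without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data.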

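Genes underexpressed in *arf6-2 arf8-3* flowers were affected alike in *myb21-5 myb24-5* flowers more often than overexpressed genes were, at 24.5% against 3.4% (odds ratio 9.23, Fisher's exact test, two-sided p = 1.17e-17). The shares were 27.3% and 5.1% without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (odds ratio 6.93, Fisher's exact test, two-sided p = 6.06e-20). Genes are not independent replicates, so such a p describes these gene lists. The *myb21-5 myb24-5* calls are mostly decreases, 188 lower against 33 higher, so the shares and the odds ratio partly restate that. If the calls in the mutants were independent, about 4.89 shared underexpressed and 0.428 shared overexpressed genes would be found among the 22746 probe sets. Both observed counts, 145 and 10, exceeded these. The odds ratio does not tell whether the excess differs by direction. Both comparisons use the same 3 wild-type arrays, and the log2 changes of all genes in the mutants correlated across genes with r = 0.61, where 20 simulations of unchanged groups against shared controls gave r = 0.51 and 0 shared calls. The observed covariance of 0.110 exceeded the simulated 0.023 by 0.087. Since 3 control arrays cannot be split into sets of at least 2, part of the excess of shared genes may come from the shared controls. *TPS24* and *CYP76C3*, among the shared underexpressed genes, fell in *arf6-2 arf8-3* flowers by 4.82 and 4.46 on the log2 scale (adjusted p = 2.58e-09 and 3.8e-12 from limma), and *KCS17* by 4.86 (adjusted p = 3.99e-06).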

As MYB21 and MYB24 can activate genes [17], [18], the 209 genes underexpressed in both *myb21-5 myb24-5* and *arf6-2 arf8-3* flowers may include genes that the MYB proteins activate. Independent RNA blot hybridization and qRT-PCR experiments confirmed expression characteristics deduced from the array data for about 15 genes of interest (Figure 1, Figure 4, Figure S1C).

To discern patterns in the gene expression data, we compared our data to global gene expression datasets generated by other workers (Table S3). Gibberellins, acting in part through derepression of DELLA protein activity, also promote late stages of petal, stamen, and gynoecium development [14], [25]–[28]. We compared our gene expression results to a list of genes that were over- or under-expressed in *ga1-3* gibberellin-deficient mutant flowers [29]. 28% (172/624) of genes that were underexpressed in *arf6-2 arf8-3* flowers were also underexpressed in *ga1-3* flowers, and just 1.3% (8/624) were overexpressed in *ga1-3* flowers (Table S3). Similarly, 25% (77/312) of genes that were overexpressed in *arf6-2 arf8-3* flowers were also overexpressed in *ga1-3* flowers, and just 4.5% (14/312) were underexpressed in *ga1-3* flowers. Thus, ARF6 and ARF8 and gibberellin induce and repress an overlapping set of downstream responses in flowers, in most cases in the same direction.

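Of the genes underexpressed here in *arf6-2 arf8-3* stage 12 flowers, 570 are in Table S3, which also compares gibberellin-deficient *ga1-3* flowers with wild type. Of the 570, 157 (27.5%, 95% exact binomial interval 23.9% to 31.4%) are listed as lower in *ga1-3* and 8 (1.4%) as higher. The first set includes *EXPA8* (*At2g40610*), an expansin gene, at 10.4-fold lower (SE 0.79 on the log2 scale, adjusted p = 0.0145) in *arf6-2 arf8-3* flowers, *BPE* (*At1g59640*), a bHLH gene that limits petal growth, at 4.01-fold lower (SE 0.37 on the log2 scale, adjusted p = 0.00358), and *PAL4* (*At3g10340*), a phenylalanine ammonia-lyase gene, at 3.84-fold lower (SE 0.37 on the log2 scale, adjusted p = 0.00441) (limma, n = 3 arrays per group). *EXPA8* was not called without wild-type stage 12 replicate A (adjusted p = 0.0517) or *arf6-2 arf8-3* stage 12 replicate A (adjusted p = 0.0636). The genes lower in *ga1-3* were 88 of 382 without wild-type stage 12 replicate A, and those higher 5 without wild-type replicate A or B or *arf6-2 arf8-3* replicate B, counts added after seeing the data. The table holds only genes that the study called, so no test of enrichment was made. Exact binomial intervals, here and below, treat genes as independent and do not measure the spread between arrays.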

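Of the genes overexpressed here in *arf6-2 arf8-3* stage 12 flowers, 275 are in Table S3, which lists 66 (24.0%, 95% exact binomial interval 19.1% to 29.5%) as higher in *ga1-3* flowers and 16 (5.8%) as lower. Among those higher in both were *HIS1-3*, *NAC047*, *MYB59* and *GPT2*, and also *At5g39520*, which was 6.7-fold higher (log2 change 2.74, SE 0.42, adjusted p = 0.000852) (limma, n = 3 arrays per group). *CYP83A1* (*At4g13770*), a cytochrome P450 gene of aliphatic glucosinolate synthesis, was 5.21-fold higher (SE 0.48 on the log2 scale, adjusted p = 0.00581) in *arf6-2 arf8-3* flowers and is listed as lower in *ga1-3* flowers. The genes higher in *ga1-3* were 38 of 179 without wild-type stage 12 replicate A, 43 of 198 without wild-type replicate B and 38 of 197 without *arf6-2 arf8-3* replicate C, counts added after seeing the data.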

We used data on gene expression in wild-type stage 12 sepals, petals, stamens and carpels [21] to determine in which organs each gene affected in *arf6-2 arf8-3* or *myb21-5 myb24-5* flowers was expressed (Figure 5, Table S3). Although most of the affected genes were expressed in multiple flower organs, to identify trends in the data it proved convenient to bin genes according to the organ in which they had highest expression in wild-type stage 12 flowers. 

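Table S3 gives the wild-type stage 12 organ of highest expression for 570 of the genes underexpressed here in *arf6-2 arf8-3* flowers: sepals for 62 (10.9%), petals for 159 (27.9%), stamens for 259 (45.4%) and carpels for 90 (15.8%). *TPS10* (*At2g24210*), a monoterpene synthase gene highest in stamens, was 34-fold lower (log2 change -5.09, SE 0.84, adjusted p = 0.00167) in *arf6-2 arf8-3* flowers (limma, n = 3 arrays per group). *CYP94C1* (*At2g27690*), another stamen gene, whose product oxidises jasmonoyl-isoleucine, was 4.33-fold lower (SE 0.44 on the log2 scale, adjusted p = 0.00664). *TAA1* (*At1g70560*), highest in carpels and encoding a tryptophan aminotransferase of auxin synthesis, was 3.11-fold lower (SE 0.31 on the log2 scale, adjusted p = 0.00364). Of the petal genes, *EXPA11* was 24.5-fold lower (SE 0.51 on the log2 scale, adjusted p = 5.47e-05). The stamen genes numbered 149 of 382 without wild-type stage 12 replicate A and 151 of 415 without *arf6-2 arf8-3* replicate B, counts added after seeing the data. In these flowers the pollen list had a median log2 change of -1.13 (2 of 5 genes lower) and the tapetum list 2.00 (1 of 3 higher). Less pollen RNA or younger buds were not told apart from an effect of the genotype on stamens.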

Of the genes that were underexpressed in *arf6-2 arf8-3* flowers, substantial numbers were most highly expressed in sepals (79/624, 13%), petals (185/624, 30%), stamens (246/624, 39%) or carpels (114/624, 18%) of wild-type flowers. In contrast, of the genes that were overexpressed in *arf6-2 arf8-3* flowers, over half (161/312, 52%) were most highly expressed in sepals of wild-type flowers, whereas just 22% (69/312) were most highly expressed in wild-type stamens. 

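Among 275 genes overexpressed here in *arf6-2 arf8-3* flowers and present in Table S3, 140 (50.9%, 95% exact binomial interval 44.8% to 57.0%) were highest in wild-type sepals, 64 (23.3%) in stamens, 55 (20.0%) in carpels and 16 (5.8%) in petals. *MYB28* (*At5g61420*), highest in sepals and encoding a MYB activator of aliphatic glucosinolate synthesis, was 4.16-fold higher (log2 change 2.06, SE 0.37, adjusted p = 0.00258) (limma, n = 3 arrays per group). The sepal genes *At1g76960* and *At4g09760* rose by 2.83 and 2.79 on the log2 scale (adjusted p = 0.00161 and 0.00323). *At2g05540*, highest in stamens, rose by 3.57 (adjusted p = 0.00334). Of 33 photosynthesis genes listed beforehand, which green sepals express, 4 are named by the platform table. Of these, 1 was higher (4 adjusted over the list alone), with a median log2 change of 0.27. It was *LHCB4.2* (*At3g08940*; log2 change 0.50, adjusted p = 0.0403, less than 2-fold), not called without any 1 of the 6 arrays other than *arf6-2 arf8-3* replicate B (adjusted p = 0.0833 to 0.126). The sepal genes numbered 81 of 179 without wild-type stage 12 replicate A and 90 of 197 without *arf6-2 arf8-3* replicate C, and the petal genes 9 without wild-type stage 12 replicate A, counts added after seeing the data.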

In *myb21-5 myb24-5* flowers, 66% (234/356) of underexpressed genes had highest expression in stamens of wild-type flowers. 

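Of the genes underexpressed here in *myb21-5 myb24-5* stage 12 flowers, 186 are in Table S3, and 95 of them (51.1%, 95% exact binomial interval 43.7% to 58.5%) were highest in wild-type stamens. *ASN1* (*At3g47340*), a glutamine-dependent asparagine synthetase gene highest in stamens, was 7.31-fold lower (log2 change -2.87, SE 0.41, adjusted p = 0.00077) (limma, n = 3 arrays per group). *MAM3* (*At5g23020*), a methylthioalkylmalate synthase gene of glucosinolate synthesis, was 5.45-fold lower (SE 0.32 on the log2 scale, adjusted p = 0.000397), and *GH3.17* (*At1g28130*), encoding an auxin-conjugating enzyme, 2.86-fold lower (SE 0.26 on the log2 scale, adjusted p = 0.00462). Petals were the organ of highest expression for 48 of the 186, sepals for 28 and carpels for 15. Of 23 pollen genes listed beforehand, 5 are named by the platform table. Limma called 0 of these (2 lower adjusted over the list alone, 3 lower at an unadjusted p under 0.05), with a median log2 change of -0.76 (camera adjusted p = 0.00886, but adjusted p = 0.326 with an estimated correlation). Of 7 named only through the study's tables, 1 was lower (0 without wild-type replicate A or C or *myb21-5 myb24-5* replicate B). Sepal genes numbered 18 of 160 without wild-type stage 12 replicate B. Both checks were added after seeing the data. By the methods' t-test without adjustment, 234 stamen genes were underexpressed. The carpel genes numbered 26 by that test and 25 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, where 118 of 235 genes were highest in stamens.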

Of the genes that were overexpressed in the *myb21-5 myb24-5* flowers, an equal number had highest expression in wild-type sepals as in wild-type stamens (32/97 in each case).

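All 33 genes overexpressed here in *myb21-5 myb24-5* flowers are in Table S3, where 11 were highest in wild-type sepals and 12 in stamens. *CYP83B1* (*At4g31500*), a sepal gene encoding a cytochrome P450 of indole glucosinolate synthesis, was 2.24-fold higher (log2 change 1.16, SE 0.21, adjusted p = 0.0068) (limma, n = 3 arrays per group). *SOT17* (*At1g18590*), a sulfotransferase gene of glucosinolate synthesis that is also highest in sepals, was 2.45-fold higher (SE 0.17 on the log2 scale, adjusted p = 0.000484). The stamen genes included *PAP20* and *CB5-C*, and *UGT74B1* (*At1g24100*), a glucosinolate glucosyltransferase gene, at 2.16-fold higher (SE 0.18 on the log2 scale, adjusted p = 0.00297). The numbers of sepal and stamen genes were 32 and 32 by the methods' t-test without adjustment and 30 and 23 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data. When only the 9 stage 12 arrays were fitted, also chosen after seeing the data, there were 23 sepal genes. With 1 array left out, added in the same way, the sepal genes numbered 7 and 6 without wild-type replicates A and B and 7, 6 and 7 without *myb21-5 myb24-5* replicates A, B and C, and the stamen genes 5 without wild-type replicate B and 7 without *myb21-5 myb24-5* replicate A.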

### Positive Feedbacks on Auxin Response and MYB Function

Among the genes with decreased expression in *arf6-2 arf8-3* flowers were several known auxin-inducible genes including *IAA1*, *SHY2/IAA3*, *IAA6*, *AXR2/IAA7*, *IAA17*, *IAA19*, *SAUR9* (*SMALL AUXIN UP RNA9*), *SAUR23*, *SAUR25*, *SAUR27*, *SAUR35*, *SAUR42*, *SAUR62-SAUR68*, and *SAUR70* (Table S3). Many of these have auxin response elements in their presumed promoters and are good candidates to be direct targets of ARF6 and ARF8 [30]. 

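Of the auxin-inducible genes named above, 15 were called underexpressed in *arf6-2 arf8-3* stage 12 flowers by limma (n = 3 arrays per group). *SAUR62* could not be paired with a probe set here. The *IAA* genes encode Aux/IAA repressors of auxin response. Among them *IAA7* (*At3g23050*) was 11.4-fold lower (log2 change -3.51, SE 0.53, adjusted p = 0.000855), *IAA19* (*At3g15540*) 3.5-fold lower (SE 0.27 on the log2 scale, adjusted p = 0.000754), *IAA6* (*At1g52830*) 2.89-fold lower (SE 0.34 on the log2 scale, adjusted p = 0.0112) and *IAA17* (*At1g04250*) 2.19-fold lower (SE 0.31 on the log2 scale, adjusted p = 0.0328). Of the *SAUR* genes, which encode small proteins that promote cell expansion, *SAUR25* (*At4g13790*) was 24.9-fold lower (SE 0.55 on the log2 scale, adjusted p = 0.000102), *SAUR35* (*At4g12410*) 9.31-fold lower (SE 0.49 on the log2 scale, adjusted p = 0.000964) and *SAUR67* (*At1g29510*) 8.25-fold lower (SE 0.60 on the log2 scale, adjusted p = 0.0052). *SAUR9*, *SAUR23*, *SAUR63* to *SAUR66*, *SAUR68* and *SAUR70* fell by 1.22 (*SAUR63* and *SAUR70*) to 2.68 (*SAUR68*) on the log2 scale, with adjusted p values from 5.85e-06 to 0.0107. *IAA1* (log2 change -1.03, adjusted p = 0.0773), *IAA3* (log2 change -1.19, adjusted p = 0.068), *SAUR27* (log2 change -1.04, adjusted p = 0.189) and *SAUR42* (log2 change -1.48, adjusted p = 0.166) were not called. Among other *SAUR* genes known only through the study's tables, *SAUR59* (*At3g60690*), chosen after its values were seen, was higher (log2 change 1.54, adjusted p = 0.00653). Of 29 *IAA* genes listed beforehand, 7 others than those above are named by the platform table. Of these, 1 was higher and 0 were lower by limma (0 lower at an unadjusted p under 0.05; 1 higher adjusted over the list alone). *IAA17* was not called without any 1 of the 6 arrays other than *arf6-2 arf8-3* replicate C (adjusted p = 0.0629 to 0.131), nor *IAA6* without wild-type stage 12 replicate B or C (adjusted p = 0.051 and 0.0501). *IAA1*, *IAA3* and *SAUR42* were called without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.00517, 0.0205 and 0.00378). With the replicate letter as a block, *IAA1*, *IAA3* and *SAUR27* were called.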

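In stage 12 *myb21-5 myb24-5* flowers, limma called 6 of the *IAA* and *SAUR* genes named above underexpressed (n = 3 arrays per group). *SAUR68* (*At1g29490*) was 5.52-fold lower (log2 change -2.46, SE 0.23, adjusted p = 1.8e-05). *SAUR25* was 6-fold lower (SE 0.55 on the log2 scale, adjusted p = 0.0209), *SAUR9* (*At4g36110*) 3.15-fold lower (SE 0.39 on the log2 scale, adjusted p = 0.0381), *IAA6* 3-fold lower (SE 0.34 on the log2 scale, adjusted p = 0.0255), *SAUR64* (*At1g29450*) 2.75-fold lower (SE 0.32 on the log2 scale, adjusted p = 0.0258) and *IAA19* 2.35-fold lower (SE 0.27 on the log2 scale, adjusted p = 0.0258). *SAUR33* (*At3g61900*), known here only through the study's tables and chosen after its values were seen, was also lower (log2 change -1.20, adjusted p = 0.00182). The values of *SAUR35* (log2 change -1.81, adjusted p = 0.0855), *SAUR66* (log2 change -1.07, adjusted p = 0.147) and *SAUR67* (log2 change -1.30, adjusted p = 0.402) did not pass, although all 3 mutant arrays lay below the wild-type arrays in each. Those 3 genes were called without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.00929, 0.0298 and 0.0407), and *SAUR35* and *SAUR66* with the replicate letter as a block (adjusted p = 0.0203 and 0.00998). When 1 array was left out, the calls were lost for *IAA6* (any but wild-type replicate A), *IAA19* (any but *myb21-5 myb24-5* replicate A), *SAUR9* (wild-type B or C, *myb21-5 myb24-5* A or B), *SAUR25* (wild-type A or C, *myb21-5 myb24-5* A or B) and *SAUR64* (wild-type B or C, *myb21-5 myb24-5* A), with adjusted p values from 0.0673 to 0.198, while *SAUR68* was called without each array in turn and *SAUR35* also without wild-type replicate B (adjusted p = 0.0426).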

Although the hierarchical regulatory model does not predict that MYB21 or MYB24 should affect expression of direct ARF targets, several of these *IAA* and *SAUR* genes (*IAA6*, *IAA19*, *SAUR9*, *25*, *35*, *64*, *66*, *67*, and *68*) were also underexpressed in stage 12 *myb21-5 myb24-5* flowers (Table S3). RNA gel blot hybridization experiments confirmed that *IAA19* and *SAUR63* were underexpressed in *myb21-5 myb24-5* flowers, and that in addition *IAA2*, *SHY2/IAA3* and *AXR2/IAA7* were more modestly underexpressed in *myb21-5 myb24-5* flowers (Figure 1D). These results suggest that MYB21 and MYB24 participate in positive feedback loops that promote ARF activity.

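In the direct contrast of the mutants at stage 12 by limma (n = 3 arrays per group), *IAA7* was lower in *arf6-2 arf8-3* than in *myb21-5 myb24-5* flowers (log2 difference -3.05, SE 0.53, adjusted p = 0.0176), as were *SAUR65* (*At1g29460*; -1.65, adjusted p = 0.0227) and *SAUR66* (*At1g29500*; -1.36, adjusted p = 0.042). The mutants were not told apart for *SAUR68* (-0.22, SE 0.23, adjusted p = 0.732), *IAA6* (0.06, SE 0.34, adjusted p = 0.968), *SAUR9* (-0.24, SE 0.39, adjusted p = 0.842) or *IAA19* (-0.57, SE 0.27, adjusted p = 0.286). *SAUR25* had a difference of -2.06 (adjusted p = 0.053). The differences of *IAA7* (without *arf6-2 arf8-3* replicate C or *myb21-5 myb24-5* replicate A or B), *SAUR65* (any but *arf6-2 arf8-3* replicate B) and *SAUR66* (any of the 6 arrays) were not called without 1 array, with adjusted p values from 0.0575 to 0.131. The difference of *SAUR25* was called with the replicate letter as a block (adjusted p = 0.0388) and without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.000124).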

Additional *ARF* and *MYB* genes were underexpressed in mutant flowers, and might also constitute positive feedbacks if they share targets with ARF6 and ARF8 or MYB21. The *ARF16* (*At4g30080*) gene encodes an Auxin Response Factor that is phylogenetically distant from ARF6 and ARF8, and regulates root cap differentiation together with its closest paralog *ARF10* [31], [32]. *ARF16* was underexpressed in *arf6-2 arf8-3* flowers but had normal expression level in *myb21-5 myb24-5* flowers. *arf10-3 arf16-2* flowers, as well as *P_35S_:MIR160c* flowers overexpressing a microRNA that targets *ARF10* and *ARF16* [31], had delayed stamen and petal growth, similarly to *arf6-2* or *arf8-3* single mutant flowers (Figure S2A, S2B). These results suggest that ARF10 and ARF16 act downstream of ARF6 and ARF8 to amplify stamen and petal growth at stage 12.

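*ARF16* was 2.6-fold lower (log2 change -1.38, SE 0.20, adjusted p = 0.00069) in stage 12 *arf6-2 arf8-3* flowers, at 7.59 ± 0.01 against 8.97 ± 0.10 in wild type (SD, n = 3 arrays, log2 values), by limma. In *myb21-5 myb24-5* flowers it had 8.90 ± 0.08, and its log2 change of -0.06 (SE 0.20, adjusted p = 0.973) did not pass the test. In the direct contrast, *ARF16* was lower in *arf6-2 arf8-3* than in *myb21-5 myb24-5* flowers by a log2 difference of -1.32 (SE 0.20, adjusted p = 0.0152). That difference was not called without *arf6-2 arf8-3* replicate C or *myb21-5 myb24-5* replicate A or B (adjusted p = 0.0554, 0.0721 and 0.0605).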

Analogously, *MYB57* and *MYB108*, closely related genes to *MYB21* and *MYB24*, were underexpressed in *arf6-2 arf8-3* and *myb21-5 myb24-5* flowers (Figure 1A, 1B; Table S3). 

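*MYB108* was 11.8-fold lower (log2 change -3.56, SE 0.36, adjusted p = 2.83e-05) in *arf6-2 arf8-3* and 18.9-fold lower (log2 change -4.24, SE 0.36, adjusted p = 6.16e-06) in *myb21-5 myb24-5* stage 12 flowers (limma, n = 3 arrays per group). *MYB57* (*At3g01530*) was 9.41-fold lower (log2 change -3.23, SE 0.67, adjusted p = 0.00702) in *arf6-2 arf8-3* flowers. In *myb21-5 myb24-5* flowers it had 6.59 ± 0.89 against 9.18 ± 0.85 in wild type (SD, log2 values), with all 3 arrays lower, but its change did not pass the test (log2 change -2.59, SE 0.67, adjusted p = 0.0676). The change of *MYB57* in *myb21-5 myb24-5* flowers was called with the replicate letter as a block (adjusted p = 0.000736) and without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.00893). At stage 13, *MYB57* was lower in both mutants (log2 change -5.94 in *arf6-2 arf8-3* and -4.33 in *myb21-5 myb24-5* flowers, adjusted p = 2.14e-05 and 0.000548), with -3.45 in *myb21-5 myb24-5* flowers without that array (adjusted p = 0.000866).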

A *P_MYB57_:MYB57:GUS* reporter was expressed in stamen filaments of opened wild-type flowers (Figure S1F). A *P_MYB108_:GUS* reporter was expressed in sepals and stamen filaments, particularly in the vasculature of these organs, and in the style (Figure S1G). The *myb57-1* mutant (Figure S3) had no obvious floral phenotypes (data not shown), although *myb57-1* can enhance a *myb21* mutation [14]. Flowers of *myb108* mutants (Figure S3) had normal organ lengths at stages 12 and 13, but had slightly delayed anther dehiscence (Table S1; Figure 3I; Figure S5E, S5F) [15]. In addition, *myb108-4* petals continued to grow after wild-type petals had stopped expanding, resulting in slightly longer petals at stage 14 (Figure 3I, Figure S5D–S5F). Similarly to the jasmonate pathway mutants, stage 14 *myb108-4* flowers had elevated *MYB21* expression, and *myb21-5 myb108-4* flowers had small petals (Figure 4, Table S1). Thus, increased *MYB21* expression may also cause persistent petal growth in *myb108* mutants.

### ARF6 and ARF8 Regulate Nectary Development

*ARF6*, *ARF8*, *MYB21* and *MYB24* are each expressed in nectaries. A previous study identified 270 genes that were preferentially expressed in nectaries [33]. Of these, 18 were underexpressed in *arf6-2 arf8-3* only, 6 were underexpressed in *myb21-5 myb24-5* only, and 14 were underexpressed in both mutants (Table S3). In contrast, just 5 of the nectary-enriched genes were overexpressed in either mutant. 

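Table S3 marks 41 genes as nectary-enriched. Here 13 of them were underexpressed in *arf6-2 arf8-3* stage 12 flowers alone, 5 in *myb21-5 myb24-5* flowers alone and 14 in both, and 4 were overexpressed in either mutant (limma, n = 3 arrays per group). *At4g12530*, encoding a protein of the lipid transfer protein family, was 23.8-fold lower (log2 change -4.57, SE 0.26, adjusted p = 4.42e-08) in *arf6-2 arf8-3* and 24.5-fold lower (SE 0.26 on the log2 scale, adjusted p = 4.57e-08) in *myb21-5 myb24-5* flowers. *TPS24*, also marked as a nectary gene, was among those lower in both. *GH3.5* (*At4g27260*), encoding an enzyme that conjugates auxin to amino acids, was 2.42-fold higher (SE 0.31 on the log2 scale, adjusted p = 0.0184) in *arf6-2 arf8-3* flowers. The methods' t-test without adjustment gave 14, 6, 17 and 5 for these counts, in the same order, as did limma without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data. The call of *GH3.5* was lost without wild-type stage 12 replicate A (adjusted p = 0.0975) or *arf6-2 arf8-3* replicate C (adjusted p = 0.0608). With 1 stage 12 array left out, added after seeing the data, the genes lower in *arf6-2 arf8-3* alone numbered 7 and 8 without wild-type replicates B and C and 8 without *arf6-2 arf8-3* replicate A, those lower in *myb21-5 myb24-5* alone 1 and 2 without wild-type replicates A and C, 3 without *arf6-2 arf8-3* replicate C and 3 and 2 without *myb21-5 myb24-5* replicates B and C, and those overexpressed 2 without wild-type replicate A or B. The table lists only genes that the study called, so these are counts within its list.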

Among the underexpressed genes were *CRABSCLAW* (*CRC/At1g69180*), which is required for nectary formation [34]; *YABBY5* (*At2g26580*) encoding a protein closely related to CRC; *CWIV4* (*At2g36190*) encoding a cell wall invertase required for nectary sink strength and nectar production [35]; *SWEET9* (*At2g39060*) encoding a nectary-specific glucose transporter [36]; and *JMT* (*At1g19640*) encoding S-adenosyl-L-methionine:jasmonic acid carboxyl methyltransferase, which makes the volatile compound methyl jasmonate [37]. Each of these genes was underexpressed in both *arf6-2 arf8-3* and *myb21-5 myb24-5* flowers, except for *CRC* which was underexpressed in *arf6-2 arf8-3* flowers only. 

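*SWEET9* was 26-fold lower (log2 change -4.70, SE 0.24, adjusted p = 1.17e-08) in *arf6-2 arf8-3* and 26.4-fold lower (log2 change -4.72, SE 0.24, adjusted p = 1.34e-08) in *myb21-5 myb24-5* stage 12 flowers (limma, n = 3 arrays per group). *YAB5* fell by 2.05 in *arf6-2 arf8-3* and 1.33 in *myb21-5 myb24-5* flowers on the log2 scale (SE 0.28, adjusted p = 0.000393 and 0.0211). The invertase gene *CWIV4*, named *CWINV4* in the gene table, was 7.95-fold lower (SE 0.51 on the log2 scale, adjusted p = 0.00185) in *arf6-2 arf8-3* flowers, with a log2 change of -1.81 in *myb21-5 myb24-5* flowers that was not called (SE 0.51, adjusted p = 0.0959). *JMT* was 2.65-fold lower (SE 0.42 on the log2 scale, adjusted p = 0.0485) in *arf6-2 arf8-3* flowers and not called in *myb21-5 myb24-5* flowers (log2 change -0.76, adjusted p = 0.533). For *CRC* the log2 change was -1.32 in *arf6-2 arf8-3* (SE 0.57, adjusted p = 0.187) and 0.15 in *myb21-5 myb24-5* flowers (SE 0.57, adjusted p = 0.978), neither of them called, although the *arf6-2 arf8-3* arrays all lay below wild type. Without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, *CRC* in *arf6-2 arf8-3* (adjusted p = 0.00067) and *CWINV4* in *myb21-5 myb24-5* flowers (adjusted p = 0.000484) were called, and with the replicate letter as a block *CWINV4* was called in *myb21-5 myb24-5* flowers (adjusted p = 0.0479). The calls were lost for *YAB5* in *myb21-5 myb24-5* flowers without wild-type replicate A or *myb21-5 myb24-5* replicate B or C (adjusted p = 0.11, 0.0615 and 0.0967) and for *JMT* in *arf6-2 arf8-3* flowers without any array other than *arf6-2 arf8-3* replicate B (adjusted p = 0.0699 to 0.167).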

Consistent with these gene expression changes, nectaries in *arf6-2 arf8-3* flowers were very small and only apparent by light microscopy in a fraction of flowers (Figure 6A, 6B). Nectaries in *coi1-1*, *arf6-2* and *arf8-3* single mutants and in *myb21-5 myb24-5* double mutant flowers appeared normal (Figure 6C, 6D; data not shown). These morphological and gene expression results indicate that ARF6 and ARF8 affect nectary growth and function, and that MYB21 and MYB24 affect nectary gene expression but not nectary formation.

**Figure 6:**
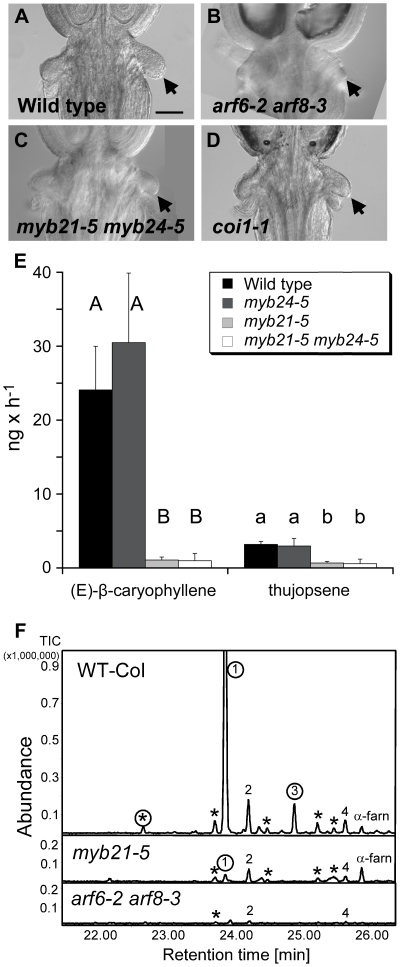
Phenotypes related to insect attraction. (A–D) Base of gynoecia of indicated genotypes. Arrows indicate nectaries. Scale bar, 0.1 mm. (E) Comparative quantitative analyses of floral volatile sesquiterpene emissions from wild-type, *myb21-5*, *myb24-5*, and *myb21-5 myb24-5* mutants. Emitted compounds were collected for 7 h from 40 detached inflorescences by a closed-loop stripping procedure. Emission was determined in ng h^−1^ per 40 inflorescences. Values are averages and standard deviations of three independent collections. Only emissions of (*E*)-β-caryophyllene, the product of TPS21, and thujopsene, the product of TPS11, are shown. Different letters indicate significant differences in emissions of each compound between genotypes ( p≤0.001). (F) GC-MS analyses of sesquiterpene hydrocarbons collected via SPME from 20 inflorescences of wild-type, *myb21-5* and *arf6-2 arf8-3* mutants. Peaks marked with circles represent sesquiterpenes produced by the terpene synthase TPS21. Compounds not labeled with circles are products of the terpene synthase TPS11, with the exception of α-farnesene (α-farn). 1, (*E*)-β-caryophyllene; 2, thujopsene; 3, α-humulene; 4, β-chamigrene. Peaks marked with asterisks are other sesquiterpene products of TPS11 or TPS21 [43].

### MYB21 Promotes Production of Volatile Sesquiterpenes

As flowers open, they emit volatile compounds, which may attract insect pollinators or predators, or may have a role in pathogen defense [38]–[41]. The Arabidopsis terpene synthase genes *TPS11* (*At5g44630*) and *TPS21* (*At5g23960*) synthesize a mixture of volatile sesquiterpenes emitted from flowers [42], [43]. Both genes were highly expressed in wild-type carpels, and *TPS11* was also expressed in nectaries [33], [43]. Both *TPS11* and *TPS21* were underexpressed in *arf6-2 arf8-3* and *myb21-5 myb24-5* flowers (Figure 1C, Table S3). 

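*TPS21* was 55.6-fold lower (log2 change -5.80, SE 0.42, adjusted p = 9.61e-07) in *arf6-2 arf8-3* and 27.4-fold lower (log2 change -4.77, SE 0.42, adjusted p = 8.68e-06) in *myb21-5 myb24-5* stage 12 flowers (limma, n = 3 arrays per group). *TPS11* was 5.61-fold lower (log2 change -2.49, SE 0.32, adjusted p = 0.000225) in *arf6-2 arf8-3* and 3.25-fold lower (log2 change -1.70, SE 0.32, adjusted p = 0.0086) in *myb21-5 myb24-5* flowers. Of 18 genes of terpenoid synthesis listed beforehand, 5 are named by the platform table, *TPS11* among them. Of these 5, 3 were lower and 0 higher in each mutant (3 lower adjusted over the list alone; 0 higher in *arf6-2 arf8-3* and 0 in *myb21-5 myb24-5* flowers at an unadjusted p under 0.05). The list was lower as a set by camera in *arf6-2 arf8-3* (adjusted p = 5.45e-07) and *myb21-5 myb24-5* flowers (adjusted p = 5.82e-07), and also with an estimated correlation (adjusted p = 0.0149 and 0.0151). The paper names *TPS11* from these same arrays, so the set test is not independent of the study's own finding. *TPS11* in *myb21-5 myb24-5* flowers was not called without *myb21-5 myb24-5* replicate A (adjusted p = 0.0532).

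**Figure D2:**
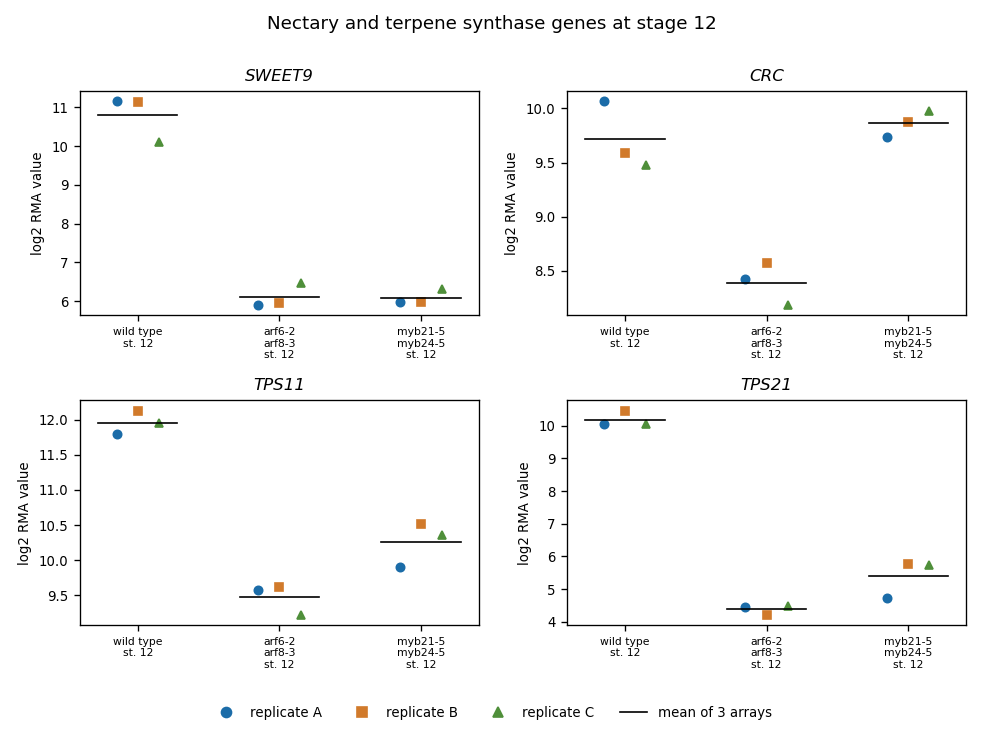
Log2 expression values of the nectary genes *SWEET9* and *CRC* and the terpene synthase genes *TPS11* and *TPS21* on the 9 stage 12 arrays, by genotype. Each point is 1 array, its symbol gives the replicate letter, and the line is the mean of 3 arrays. The mutant means of *TPS21* are 4.38 and 5.41 against 10.18 in wild type, and *CRC* in *myb21-5 myb24-5* flowers overlaps wild type.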

Consistent with these patterns, *arf6-2 arf8-3* flowers emitted dramatically less sesquiterpenes produced by both TPS11 and TPS21 (Figure 6F). Similarly, *myb21-5* flowers had strongly reduced emission of sesquiterpenes produced by TPS21 (e.g. (*E*)-β-caryophyllene, α-humulene), and partially reduced levels of volatile sesquiterpenes produced by TPS11 (e.g. thujopsene, β-chamigrene) (Figure 6E, 6F). These effects are consistent with the gene expression patterns, as *TPS11* expression was reduced in *myb21-5 myb24-5* flowers by less than was *TPS21* expression (Table S3, Figure 1C). 

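In *myb21-5 myb24-5* flowers, *TPS21* had a log2 value of 5.41 ± 0.60 against 10.18 ± 0.24 in wild type, and *TPS11* had 10.26 ± 0.32 against 11.96 ± 0.17 (SD, n = 3 arrays). The change of *TPS21* was the larger by 3.08 on the log2 scale, as the mean over arrays of the difference of the genes within each array was lower by that amount in *myb21-5 myb24-5* than in wild-type flowers (log2 difference -3.08). All 3 *myb21-5 myb24-5* arrays lay on one side of all 3 wild-type arrays in this difference (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). In *arf6-2 arf8-3* flowers the same difference was -3.31 (exact permutation test, p = 0.1). There *TPS21* read only 4.21 to 4.49, below the 4.73 to 5.27 of *ARF6* on the arrays of that mutant. Signal over background may hide a larger fall of *TPS21*.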

The *myb24-5* mutation did not affect emission of volatile sesquiterpenes, either by itself or in combination with *myb21-5* (Figure 6E). (*E*)-β-caryophyllene and thujopsene emissions were also reduced in flowers of the *opr3* jasmonate-deficient mutant (Figure S7).

### MYB21 and MYB24 Mediate Secondary Jasmonate Responses in Stamens

In a gene chip array dataset of gene expression in stamens of jasmonate-deficient *opr3* mutant stage 12 flowers treated with exogenous methyl jasmonate (MeJA), 31 genes were induced by at least 2-fold after 30 minutes of MeJA treatment, 179 additional genes were first induced after 2 hours, and 393 more genes were first induced after 8 hours [12]. *MYB21* and *MYB24* were themselves induced at the two hour time point in this dataset. Consistent with their reduced jasmonate production, *arf6-2 arf8-3* flowers underexpressed many of these MeJA-responsive genes, with the greatest proportional effect on the earliest MeJA-responsive genes. Thus, about 45% (14/31) of the genes induced by MeJA in stamens within 30 minutes were underexpressed in *arf6-2 arf8-3* flowers (Table S3).

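Table S3 marks 18 of its genes as induced by MeJA at 0.5 h, and 6 of them were underexpressed in *arf6-2 arf8-3* stage 12 flowers by limma (n = 3 arrays per group). *JAZ10* (*At5g13220*), encoding a JAZ repressor of jasmonate response, was 14.2-fold lower (log2 change -3.83, SE 0.88, adjusted p = 0.0129), and *JOX2* (*At5g05600*), encoding a jasmonic acid oxidase, 10.4-fold lower (log2 change -3.38, SE 0.79, adjusted p = 0.0134). Of 43 genes marked as induced at 2 h, 20 were underexpressed, and of 100 marked at 8 h, 83, among them *JOX4* (*At2g38240*), another jasmonic acid oxidase gene (log2 change -3.83, SE 0.77, adjusted p = 0.00546). Of 15 genes of jasmonate conjugation and turnover listed beforehand, 6 are named by the platform table. Of these, *JMT*, *JOX2* and *JOX4* were lower (3 adjusted over the list alone; 1 without wild-type stage 12 replicate A, added after seeing the data; camera adjusted p = 0.00452, but adjusted p = 0.311 with an estimated correlation). These classes hold only genes that the study called. *JMT* is also named by the paper from these arrays, so the camera test above is not independent of the study. The 0.5 h and 2 h counts were 16 and 39 when only the 9 stage 12 arrays were fitted, a choice made after seeing the data, and 16 and 40 by the methods' t-test without adjustment and also without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data. The 0.5 h count was 0 without wild-type stage 12 replicate A and 2 without any other 1 of the 6 arrays compared, also added after seeing the data. *JAZ10* was not called without wild-type stage 12 replicate A (adjusted p = 0.0557), nor *JOX2* without that array or *arf6-2 arf8-3* replicate B (adjusted p = 0.0551 and 0.0532).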

In the *myb21-5 myb24-5* flowers, none of the early MeJA-inducible genes was underexpressed, and the proportion of MeJA-responsive genes affected was highest among those induced by MeJA at 8 hours. 

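In *myb21-5 myb24-5* stage 12 flowers, limma called 0 of the 18 genes induced by MeJA at 0.5 h in Table S3 underexpressed (0 also at an unadjusted p under 0.05 and by the methods' t-test), 3 of 43 at 2 h and 52 of 100 at 8 h (52.0%). *JAZ10* had a log2 value of 9.99 ± 0.04 against 9.88 ± 0.35 in wild type (SD, n = 3 arrays), with overlapping arrays. *SAUR25*, of the 2 h class, and *KCS17* and *ASN1*, of the 8 h class, were underexpressed. The number of underexpressed 2 h genes was 8 by the methods' t-test without adjustment and 7 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, where 63 of 100 genes at 8 h were underexpressed. It was 6 without wild-type stage 12 replicate B and 1 without *myb21-5 myb24-5* replicate B, also added after seeing the data.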

Of 86 late (8 hour) MeJA-inducible genes underexpressed in *arf6-2 arf8-3* flowers in our experiment, 50 (58%) were also underexpressed in *myb21-5 myb24-5* flowers, indicating that MYB21 and MYB24 mediate a large portion of late responses to jasmonate in flowers (Table S3).

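Of the 83 genes induced by MeJA at 8 h and underexpressed in *arf6-2 arf8-3* flowers, 41 (49.4%, 95% exact binomial interval 38.2% to 60.6%) were also underexpressed in *myb21-5 myb24-5* flowers, against 3 of 20 at 2 h. These were 51 of 86 and 7 of 40 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, and those at 2 h 6 of 17 without wild-type stage 12 replicate B and 1 of 19 without *myb21-5 myb24-5* replicate B, added in the same way. *KCS17*, *EXPA11* and *GH3.17*, which conjugates auxin, were lower in both mutants. *GH3.17* fell by 1.34 on the log2 scale in *arf6-2 arf8-3* flowers (SE 0.26, adjusted p = 0.00512 from limma, n = 3 arrays per group), and *ASN1* by 1.53 (SE 0.41, adjusted p = 0.0277). *TPS10*, another 8 h gene, was called in *arf6-2 arf8-3* flowers but not in *myb21-5 myb24-5* flowers (log2 change -1.79, SE 0.84, adjusted p = 0.419), where it was called without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.000109). *ASN1* in *arf6-2 arf8-3* flowers was not called without wild-type stage 12 replicate A or C or *arf6-2 arf8-3* replicate B or C (adjusted p = 0.0501 to 0.116).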

### MYB21 Decreases Jasmonate Levels through a Negative Feedback Loop

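*JAZ7* (*At2g34600*), encoding a JAZ repressor, had a log2 change of -2.34 in *arf6-2 arf8-3* and 1.60 in *myb21-5 myb24-5* flowers (SE 0.78, adjusted p = 0.0769 and 0.441 from limma, n = 3 arrays per group). *JAZ8* (*At1g30135*) had -1.36 and 1.31 (SE 0.58, adjusted p = 0.179 and 0.367). For both genes all 3 *arf6-2 arf8-3* arrays lay below and all 3 *myb21-5 myb24-5* arrays above the wild-type arrays. Limma called 0 MeJA-induced genes lower in *arf6-2 arf8-3* and higher in *myb21-5 myb24-5* flowers, with 3 at an unadjusted p under 0.05. There were 13 by the methods' t-test without adjustment, 10 when only the 9 stage 12 arrays were fitted, chosen after seeing the data, and 13 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, where *JAZ7* (adjusted p = 0.000174 in *arf6-2 arf8-3* and 0.0101 in *myb21-5 myb24-5* flowers) and *JAZ8* (adjusted p = 3.09e-06 and 1.76e-05) were called in both mutants.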

Strikingly, 13 of the 14 genes that were underexpressed in *arf6-2 arf8-3* flowers but overexpressed in *myb21-5 myb24-5* flowers were MeJA-induced in stamens (Table S3). 

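At a 1.3-fold cutoff, limma called 0 of the 71 probe sets of Table S4 lower in *arf6-2 arf8-3* and higher in *myb21-5 myb24-5* stage 12 flowers (n = 3 arrays per group), with 15 at an unadjusted p under 0.05. *JAZ9* (*At1g70700*), encoding a JAZ repressor, had log2 changes of -1.03 in *arf6-2 arf8-3* and 0.85 in *myb21-5 myb24-5* flowers (SE 0.37, adjusted p = 0.102 and 0.35), and *JAZ2* (*At1g74950*) -0.48 and 1.06 (SE 0.31, adjusted p = 0.422 and 0.114). In both genes the arrays of each mutant lay on opposite sides of all wild-type arrays. The methods' t-test without adjustment called 71, of which 44 were MeJA-induced and 13 at 0.5 h. A fit of only the 9 stage 12 arrays, chosen after seeing the data, called 27, 21 and 6, and a fit without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, 48, 32 and 9, with *JAZ9* (adjusted p = 2.79e-05 and 0.000504) and *JAZ2* (adjusted p = 0.0147 and 0.000117) among them.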

Using a less stringent 1.3-fold expression ratio cutoff, 71 genes were underexpressed in *arf6-2 arf8-3* flowers and overexpressed in *myb21-5 myb24-5* flowers, and 44 of these were MeJA-induced in stamens (13 of these at the earliest 0.5 h time point) (Table S4). Among these genes were *MYC2* (*At1g32640*), which binds to jasmonate-inducible promoters to mediate induction [44]; seven *JAZ* genes encoding negative regulators of jasmonate response [45]; and several genes encoding known or putative enzymes in the jasmonate biosynthesis pathway. These included *LOX2* (*At3g45140*) and *LOX4* (*At1g72520*) encoding lipoxygenases involved in generating the fatty acid precursor [46], [47]; *AOS* (*At5g42650*) encoding allene oxide synthase [48]; *OPR3* (*At2g06050*) encoding 12-oxophytodienoate reductase [8]; and *4CL11* (*At5g38120*) and *4CL9/OPCL1* (*At1g20510*), encoding 4-coumarate CoA ligases [49] (Table S4). 

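*JAZ5* (*At1g17380*) was 9.65-fold lower (log2 change -3.27, SE 0.85, adjusted p = 0.0241) in *arf6-2 arf8-3* stage 12 flowers, and in *myb21-5 myb24-5* flowers had a log2 change of 1.09 (SE 0.85, adjusted p = 0.734), by limma (n = 3 arrays per group). *JAZ6* (*At1g72450*) was 3.48-fold lower (SE 0.50 on the log2 scale, adjusted p = 0.0354) and *JAZ1* (*At1g19180*) 4.25-fold lower (SE 0.61 on the log2 scale, adjusted p = 0.0433) in *arf6-2 arf8-3* flowers, with log2 changes of 0.65 (adjusted p = 0.727) and 0.61 (adjusted p = 0.832) in *myb21-5 myb24-5* flowers. *MYC2* had log2 changes of -0.80 in *arf6-2 arf8-3* and 0.56 in *myb21-5 myb24-5* flowers (SE 0.41, adjusted p = 0.29 and 0.701), and *JAZ3* (*At3g17860*) -1.26 and 0.49 (SE 0.39, adjusted p = 0.0558 and 0.737). In all 5 genes the *arf6-2 arf8-3* arrays lay below and the *myb21-5 myb24-5* arrays above every wild-type array. *JAZ5*, *JAZ6* and *JAZ1* in *arf6-2 arf8-3* flowers were not called without any 1 of the 6 arrays compared (adjusted p = 0.0516 to 0.158). Without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, *MYC2* passed in *arf6-2 arf8-3* flowers (adjusted p = 0.0182) but not in *myb21-5 myb24-5* flowers (adjusted p = 0.187), *JAZ3* in *arf6-2 arf8-3* flowers (adjusted p = 1.21e-05), and *JAZ5* and *JAZ6* in *myb21-5 myb24-5* flowers (adjusted p = 6.15e-05 and 0.00175).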

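In each of the 6 synthesis genes named above, every *arf6-2 arf8-3* stage 12 array lay below and every *myb21-5 myb24-5* stage 12 array above all wild-type arrays. *4CL11* was 7.25-fold lower (log2 change -2.86, SE 0.77, adjusted p = 0.0304) in *arf6-2 arf8-3* flowers by limma (n = 3 arrays per group), and had a log2 change of 1.04 in *myb21-5 myb24-5* flowers (adjusted p = 0.711). *LOX4* had log2 changes of -1.80 in *arf6-2 arf8-3* and 1.36 in *myb21-5 myb24-5* flowers (SE 0.64, adjusted p = 0.0992 and 0.419), and *LOX2* -0.61 and 0.62 (SE 0.28, adjusted p = 0.234 and 0.394). *AOS* had -0.98 and 0.59 (SE 0.35, adjusted p = 0.102 and 0.585), *OPR3* -1.08 and 0.52 (SE 0.38, adjusted p = 0.0954 and 0.706), and *OPCL1* -0.78 and 1.05 (SE 0.31, adjusted p = 0.147 and 0.123). *AIM1* (*At4g29010*), encoding an enzyme of the β-oxidation steps, was lower in both mutants (log2 change -0.78 and -0.58, adjusted p = 0.000693 and 0.0136), by less than 2-fold. It is 1 of 4 jasmonate synthesis genes listed beforehand and measured apart from the study's tables, of which 2 were lower in *arf6-2 arf8-3* (3 adjusted over the list alone; 1 without any 1 of the 6 arrays compared, added after seeing the data) and 1 in *myb21-5 myb24-5* flowers (1 lower and 1 higher adjusted over the list alone). *4CL11* was not called in *arf6-2 arf8-3* flowers without any 1 of the 6 arrays compared (adjusted p = 0.0584 to 0.103), and *AIM1* not in *myb21-5 myb24-5* flowers without replicate B of either genotype (adjusted p = 0.0754 and 0.08). Without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, these 6 genes passed in *arf6-2 arf8-3* flowers, and all but *OPR3* (adjusted p = 0.0983) in *myb21-5 myb24-5* flowers, with adjusted p values in the latter from 0.000109 for *LOX4* to 0.0214 for *AOS*.

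**Figure D3:**
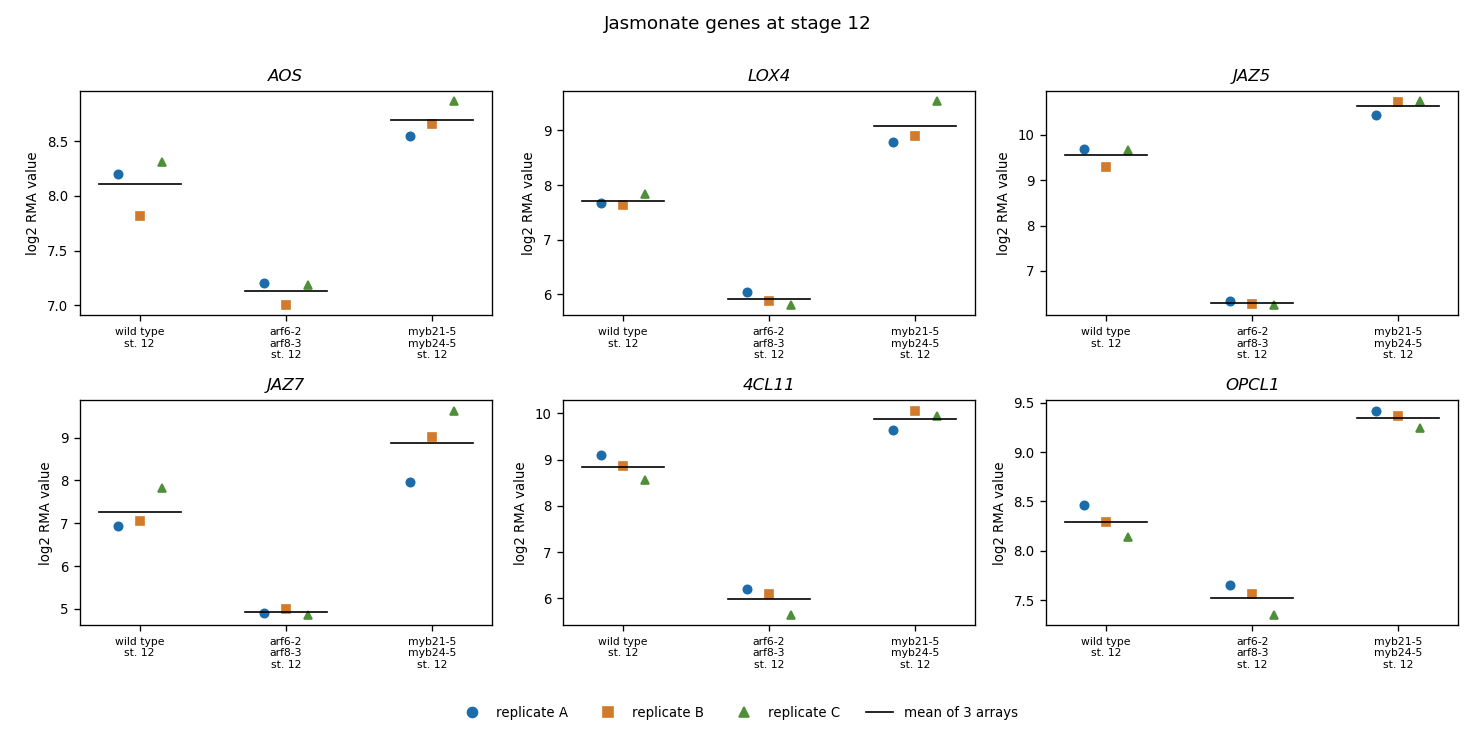
Log2 expression values of *AOS*, *LOX4*, *JAZ5*, *JAZ7*, *4CL11* and *OPCL1* on the 9 stage 12 arrays, by genotype. Each point is 1 array, its symbol gives the replicate letter, and the line is the mean of 3 arrays. *LOX4* has means of 5.91 in *arf6-2 arf8-3*, 7.71 in wild-type and 9.07 in *myb21-5 myb24-5* flowers.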

RNA blot hybridization with polyA^+^ mRNA and qRT-PCR experiments confirmed increased expression of *LOX2* and *AOS* in *myb21-4 myb24-5* and *myb21-5 myb24-5* flowers (Figure 1E, Figure 4). The phospholipase *DAD1* (*At2g44810*) was expressed at a low level in all samples in the gene chip array experiment, but was also seen to be overexpressed in *myb21-5 myb24-5* flowers by RNA blot hybridization (Figure 1E). Consistent with their increased expression of jasmonate biosynthetic genes, stage 12–13 *myb21-5 myb24-5* flowers had about 12-fold higher level of cis-JA than did wild-type flowers (Figure 1F). The *AOS*, *LOX2*, *JAZ5*, and *JAZ7* genes were also overexpressed in *myb21-4* single mutant flowers, to the same degree as in *myb21-4 myb24-5* double mutant flowers (Figure 4). These data indicate that MYB21 acts within a negative feedback loop that regulates expression of multiple JA biosynthetic genes.

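In the direct contrast of the mutants at stage 12 by limma (n = 3 arrays per group), *arf6-2 arf8-3* against *myb21-5 myb24-5* flowers, the log2 difference was -4.36 for *JAZ5* (SE 0.85, adjusted p = 0.0203), -3.94 for *JAZ7* (SE 0.78, adjusted p = 0.0203) and -3.90 for *4CL11* (SE 0.77, adjusted p = 0.0203). Among the synthesis genes it was -3.16 for *LOX4* (adjusted p = 0.0218), -1.82 for *OPCL1* (adjusted p = 0.0176), -1.60 for *OPR3* (adjusted p = 0.0365), -1.56 for *AOS* (adjusted p = 0.0303) and -1.23 for *LOX2* (adjusted p = 0.0335). *MYC2* had a difference of -1.37 that was not called (adjusted p = 0.0856). *MYB21*, which carries a premature stop codon in *myb21-5 myb24-5* plants, differed by -6.50 (adjusted p = 0.0184). Over all genes, 206 were lower and 144 (218 with the replicate letter as a block) higher in *arf6-2 arf8-3* than in *myb21-5 myb24-5* flowers. Without *arf6-2 arf8-3* stage 12 replicate A, B or C these counts were 42 and 47, 102 and 159, and 2 and 7, and without *myb21-5 myb24-5* stage 12 replicate A, B or C 0 and 2, 0 and 2, and 47 and 58. The gene calls above were lost without at least 3 of these 6 arrays in turn (largest adjusted p = 0.139, for *OPR3* without *arf6-2 arf8-3* replicate C). *MYC2* was called with the block (adjusted p = 0.035) and without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.000669), where 357 and 232 genes were called.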

As mentioned above, the nectary-expressed *JMT* (*At1g19640*) gene whose product makes methyl jasmonate was underexpressed in both *arf6-2 arf8-3* and *myb21-5 myb24-5* flowers. However, the *At3g11480* gene encoding a JMT-related protein was overexpressed in *myb21-5 myb24-5* flowers, suggesting that *At3g11480* rather than *JMT/At1g19640* might produce MeJA as part of the MYB-regulated negative feedback loop. 

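*At3g11480*, named *BSMT1* in the gene table, had a log2 value of 10.91 ± 0.49 in *myb21-5 myb24-5* stage 12 flowers against 8.52 ± 0.66 in wild type (SD, n = 3 arrays). All 3 mutant arrays were higher, but the change was not called (log2 change 2.39, SE 0.99, adjusted p = 0.315 from limma). At stage 13 it was 14.8-fold higher (SE 0.99 on the log2 scale, adjusted p = 0.0203) in *myb21-5 myb24-5* flowers. In *arf6-2 arf8-3* flowers the stage 12 value was 8.80 ± 0.88, with arrays that overlapped wild type. Without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, the stage 12 change was called (adjusted p = 0.00326) and the log2 change at stage 13 was 5.63 (adjusted p = 1.13e-06). The stage 13 call was lost without *myb21-5 myb24-5* replicate B or C or wild-type replicate A or B at that stage (adjusted p = 0.0989, 0.0979, 0.057 and 0.074).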

*JAR1* (*At2g46370*), encoding an enzyme that synthesizes the active JA-Ile, did not show statistically different expression between wild-type and mutant flowers. *jar1* plants are male-fertile, suggesting that another enzyme produces JA-Ile in flowers [50]. The most closely related Arabidopsis gene to *JAR1* is *GH3-10/DFL2* (*At4g03400*), which had normal expression in both mutants at stage 12, but was underexpressed in both mutants at stage 13 (data not shown).

In leaves, jasmonate induces genes encoding enzymes in the jasmonate biosynthesis pathway, indicating that a positive feedback loop amplifies jasmonate synthesis [7], [8], [47], [51]–[54]. In qRT-PCR assays, stage 12, 13, and 14 *aos-2* and *coi1-1* flowers had lower levels of *AOS* and *LOX2* than did wild-type flowers (Figure 4), confirming that such a positive feedback loop operates in flowers. To explore how the MYB21-mediated negative feedback and the COI1-mediated positive feedback interact, we assessed expression of these genes in *aos-2 myb21-4* and *coi1-1 myb21-4* double mutant flowers. In flowers of both double mutants, *AOS* and *LOX2* levels were as low as in *aos-2* or *coi1-1* mutant flowers. These results indicate that COI1 is required to activate jasmonate biosynthesis in *myb21-4* flowers, and suggest that MYB21 acts by inhibiting the COI1-mediated positive feedback loop in jasmonate biosynthesis. *AOS*, *LOX2*, *JAZ5*, and *JAZ7* were also underexpressed in *arf6-2 arf8-3 myb21-4* triple mutant flowers (Figure S1C), indicating that jasmonate overproduction in *myb21* mutant flowers also depends on ARF6 and ARF8.

## Discussion

### Functions of the Flower Maturation Regulatory Network

The phenotypic and gene expression analyses presented here show that, in addition to previously described petal, stamen, and gynoecium growth and maturation [2], [3], the ARF6 and ARF8 regulatory network promotes nectary development and floral scent production. This regulatory network should promote reproduction by both self-pollination and outcrossing. Thus, coordination of timing of stamen filament elongation, pollen release, stigma growth, and style and transmitting tract support of pollen tube growth ensures efficient self-fertilization; whereas coordination of petal growth, nectary development, and sesquiterpene production with stamen and gynoecium development would attract pollinators to flowers when they are reproductively competent. Although Arabidopsis self-pollinates efficiently, outcrossing by insect pollination has been observed in field populations [55], [56]. Terpene formation coordinated with gynoecium development also helps to protect reproductive organs against invasion by microbial pathogens (M. Huang, A. M. Sanchez-Moreiras, C. Abel, J. Gershenzon, and D. Tholl, unpublished results).

ARF6 and ARF8 activate jasmonate biosynthesis, which in turn activates *MYB21* and *MYB24*. Genes underexpressed in *arf6-2 arf8-3* and *myb21-5 myb24-5* flowers may promote aspects of flower maturation deficient in both mutants. Such genes include *MYB108*, which promotes anther dehiscence; several *SAUR* genes that promote organ elongation (K. Chae, C. G. Isaacs, P. H. Reeves, G. S. Maloney, G. K. Muday, and J. W. Reed, unpublished results); and the *TPS11* and *TPS21* genes required for sesquiterpene production. Genes affected in *arf6-2 arf8-3* but not *myb21-5 myb24-5* flowers must act upstream of MYB21 or mediate MYB21-independent functions. These include *ARF16*, which contributes to petal and stamen elongation; several genes involved in nectary formation or function; and three closely related bHLH transcription factors, *HALF-FILLED*(*HAF*)*/bHLH075*, *BRASSINOSTEROID ENHANCED EXPRESSION1* (*BEE1*)*/bHLH044* and *BEE3/bHLH050*, which act redundantly to promote transmitting tract differentiation (Table S3) [57], [58]. 

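*BEE3* was 3.82-fold lower (log2 change -1.93, SE 0.38, adjusted p = 0.00467) in *arf6-2 arf8-3* stage 12 flowers by limma (n = 3 arrays per group), and had a log2 change of -0.90 in *myb21-5 myb24-5* flowers that was not called (SE 0.38, adjusted p = 0.319). *HAF* had log2 changes of -0.70 in *arf6-2 arf8-3* (SE 0.26, adjusted p = 0.118) and -0.29 in *myb21-5 myb24-5* flowers (adjusted p = 0.801), neither of them called, with the *arf6-2 arf8-3* arrays all below wild type. In the direct contrast of the mutants, *BEE3* had a log2 difference of -1.03 (adjusted p = 0.153). Among other genes of the transmitting tract and stigma listed beforehand, *SPT* (*At4g36930*), a bHLH gene of carpel development, had a log2 change of 0.95 in *arf6-2 arf8-3* flowers (adjusted p = 0.0221), less than 2-fold. Without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data, *BEE3* passed in *myb21-5 myb24-5* flowers (adjusted p = 0.00203) and in the direct contrast (adjusted p = 0.000337). *SPT* did not pass without wild-type replicate B or C or *arf6-2 arf8-3* replicate A or B (adjusted p = 0.0567 to 0.101).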

Other genes identified in this dataset may allow further dissection of general and organ-specific aspects of flower maturation, such as stylar factors that promote stigma growth non-cell-autonomously and/or potentiate pollen tube growth [22].

Sepal growth normally ceases at stage 12 when petal and stamen filament growth accelerates, and sepals of mutant flowers appeared outwardly normal. Nevertheless, 240 genes having preferential expression in wild-type sepals had altered expression in *arf6-2 arf8-3* flowers, and about two thirds (161/240) of these were overexpressed. In contrast, most affected genes with preferential expression in wild-type petals, stamens, or gynoecia were underexpressed in *arf6-2 arf8-3* flowers (91%, 78%, and 64%, respectively). 

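Of 202 genes highest in wild-type sepals and changed here in *arf6-2 arf8-3* stage 12 flowers, 140 (69.3%, 95% exact binomial interval 62.4% to 75.6%) were overexpressed (limma, n = 3 arrays per group). Overexpressed sepal genes include *HIS1-3*, *NAC047*, *MYB28* and *PAL3* (*At5g04230*), a phenylalanine ammonia-lyase gene (log2 change 1.13, SE 0.32, adjusted p = 0.0371). Underexpressed ones include *AAE11* and the jasmonate genes *JAZ1*, *JAZ6* and *JOX2*. *PAL3* was not called without any 1 of the 6 arrays other than *arf6-2 arf8-3* replicate C (adjusted p = 0.0622 to 0.134). The overexpressed sepal genes numbered 81 of 128 without wild-type stage 12 replicate A and 90 of 147 without *arf6-2 arf8-3* replicate C, counts added after seeing the data.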

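Of the genes changed here in *arf6-2 arf8-3* stage 12 flowers, 159 of 175 petal genes (90.9%, 95% exact binomial interval 85.6% to 94.7%), 259 of 323 stamen genes (80.2%, 75.4% to 84.4%) and 90 of 145 carpel genes (62.1%, 53.6% to 70.0%) were underexpressed. They include *EXPA3* and *IAA7* of the petal and carpel classes and *MYB108* of the stamen class. *AOP2* (*At4g03060*), a petal gene of glucosinolate side-chain modification, was instead 2.8-fold higher (log2 change 1.48, SE 0.24, adjusted p = 0.00159) (limma, n = 3 arrays per group), as was the stamen gene *DIN2*. The underexpressed stamen genes numbered 149 of 201 without wild-type stage 12 replicate A and 151 of 210 without *arf6-2 arf8-3* replicate B, counts added after seeing the data. The intervals in this and the preceding paragraph treat genes as independent, so they do not cover this spread between arrays.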

Internal organs in the mutant flowers might have decreased sink strength, which might induce gene expression changes in sepals indirectly, or might cause internal organs to resemble sepals physiologically and express higher levels of “sepal” genes.

### Dynamic Interactions among Hormone Response Pathways during Flower Maturation

Three mobile hormone signals - auxin, gibberellin, and jasmonate - regulate flower maturation, and this network incorporates both signal amplification and feedback mechanisms (Figure 7). Auxin can activate ARF6 and ARF8 activity by destabilizing Aux/IAA transcriptional repressor proteins, and both *msg2*/*iaa19* gain-of-function mutants and *yucca2 yucca6* mutants deficient in auxin biosynthesis have delayed stamen development [23], [59]–[64]. These results indicate that auxin indeed promotes wild-type flower maturation. Temperature stress, shade light and the circadian rhythm can each regulate auxin levels and/or response [65]–[71], and these environmental factors might thereby regulate flower growth according to light or temperature conditions, or ensure appropriate diurnal timing of flower opening and pollination.

**Figure 7:**
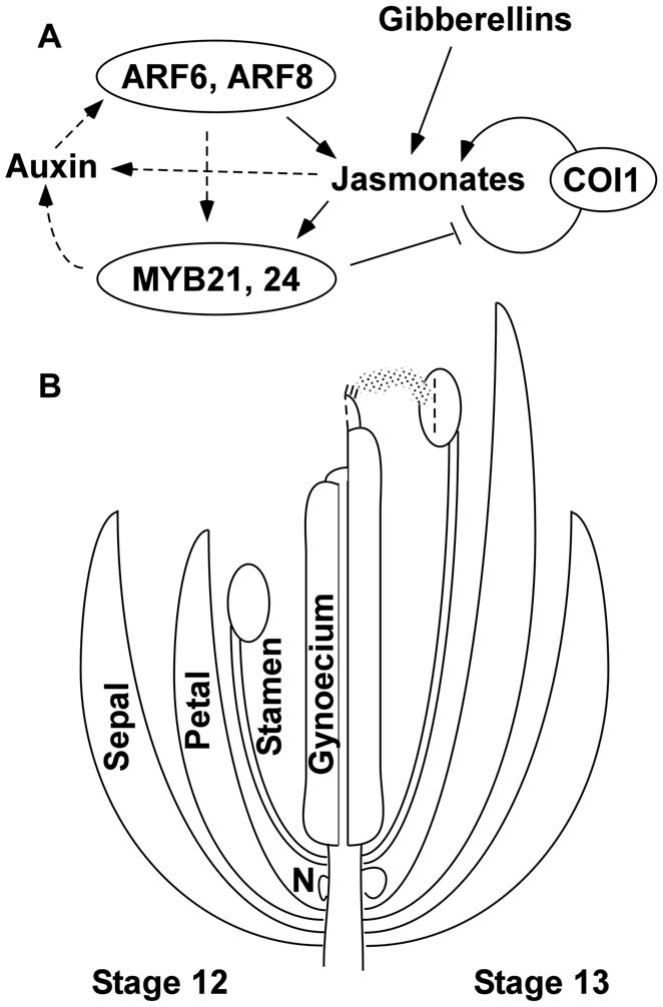
Genetic model of Arabidopsis flower maturation. (A) Diagram of principal regulatory pathways. Arrows indicate regulatory events established in this work or by previous studies. Both gibberellins and ARF6 and ARF8 auxin response factors promote jasmonate biosynthesis at flower stage 12. Auxin presumably enables ARF activity, and this may also be regulated by the circadian rhythm. Jasmonates in turn activate expression of genes for jasmonate biosynthesis, in a positive feedback loop requiring the JA-Ile receptor COI1. The underexpression of potential direct ARF6- and ARF8-targets in *myb21 myb24* flowers suggests that MYB21 and MYB24 may also participate in an additional positive feedback loop that promotes ARF6 and ARF8 activity, possibly through effects on auxin level (shown as dashed arrows). MYB21 represses jasmonate biosynthesis, and after the flower has opened (stage 13 and later), this negative feedback arrests flower maturation functions. In the absence of jasmonate signaling, ARF6 and ARF8 also contribute to *MYB21* expression in late-stage petals. (B) Illustration of flower developmental events regulated by the network between flower stage 12 (left) and stage 13 (right). The network induces downstream effectors that promote multiple events including petal and stamen filament elongation (regulated by ARF16 and by SAUR proteins), anther dehiscence (regulated by MYB108), volatile compound production (by TPS11 and TPS21 terpene synthases), nectary growth and development (regulated by CRC), and gynoecium growth and maturation. These and other effector genes may be activated directly or indirectly by MYB21 and MYB24, or by ARF6 and ARF8 independently of the MYB proteins. N, nectary.

Similarly to *arf6 arf8* mutants, gibberellin-deficient mutants have arrested petal, stamen, and gynoecium development, are deficient in jasmonate production, and are both male- and female-sterile [14], [26], [28]. Although the two pathways had overlapping effects on gene expression, based on our gene chip expression data, *arf6-2 arf8-3* flowers had normal gibberellin biosynthetic gene expression levels, and known auxin biosynthetic genes did not appear in the gibberellin-responsive gene lists. Thus, the two pathways may be integrated through shared downstream targets rather than acting hierarchically. Auxins and gibberellins also each regulate hypocotyl elongation and fruit growth, by both hierarchical and parallel mechanisms [72]–[75].

ARF6 and ARF8 and gibberellins each activate jasmonate biosynthesis. ARF6 and ARF8 may do this in part through *TCP4* (*At3g15030*), which was underexpressed in *arf6-2 arf8-3* flowers and activates developmental expression of *LOX2* [76]. 

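*TCP4*, a TCP transcription factor gene, was 2.05-fold lower (log2 change -1.04, SE 0.19, adjusted p = 0.00271) in *arf6-2 arf8-3* stage 12 flowers, at 7.33 ± 0.23 against 8.37 ± 0.07 in wild type (log2 values, SD, n = 3 arrays), by limma. In *myb21-5 myb24-5* flowers its log2 change was -0.35 (SE 0.19, adjusted p = 0.495), which was not called.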

JA-Ile in turn activates a positive feedback loop of jasmonate synthesis by causing COI1-dependent turnover of JAZ transcriptional repressor proteins, which then (at least in leaves) releases the bHLH proteins MYC2, MYC3, and MYC4 to activate transcription of jasmonate biosynthesis genes as well as *MYC2* itself [77]–[79]. Jasmonate synthesis has been postulated to occur in stamen filaments, based on the expression pattern of *DAD1* [6], [80]. However, other genes can act redundantly with DAD1 during wound-induced jasmonate production [81], and other jasmonate biosynthetic genes were expressed in multiple flower organs (Table S3) [21], [47], suggesting that jasmonates are synthesized broadly throughout the flower. If synthesis were first triggered in stamen filaments, the positive feedback of jasmonate synthesis and movement of MeJA or another jasmonate pathway compound might amplify jasmonate production throughout the flower, thereby causing a coordinated burst of stamen and petal growth and emission of floral scents.

Jasmonates induce *MYB21* and *MYB24*, and MYB21 and MYB24 then activate secondary gene expression responses to jasmonate leading to petal and stamen filament elongation and anther dehiscence. MYB21 and MYB24 are also required for expression of several known primary auxin-responsive genes. This finding suggests that MYB21 and MYB24 also affect ARF6 and ARF8 activity, and that a portion of the *myb21 myb24* flower phenotypes may be caused by decreased ARF activity.

MYB21 also induces a negative feedback on jasmonate biosynthesis. Jasmonate overproduction in *myb21* flowers requires the COI1-dependent positive feedback pathway that activates jasmonate biosynthesis genes, suggesting that MYB21 acts on a component of this pathway. *JAZ* genes encoding repressors of jasmonate response are themselves jasmonate-inducible, and the MYB proteins might amplify this negative feedback loop if they activate *JAZ* gene expression. However, the increased rather than decreased expression of *JAZ* and other primary jasmonate responsive genes in *myb21-5 myb24-5* flowers suggests that other proteins such as MYC2 are sufficient to activate primary jasmonate response. Alternatively, as suggested by the recent discovery that MYB21 and MYB24 proteins can interact with JAZ1, JAZ8, JAZ10, and JAZ11 proteins [20], MYB21 might stabilize JAZ proteins by interfering with their COI1-mediated turnover. This negative feedback pathway may also act in flowers of the *jar1-1* mutant deficient in the enzyme that makes active JA-Ile, which similarly had elevated jasmonic acid levels [82].

In wild-type flowers, jasmonic acid levels increase at stages 11–12 just before flowers open, and then decrease at stages 13–14, when flower organs stop growing [2]. Mathematical modeling suggests that after wounding of leaves, positive feedback increases the amplitude of jasmonate synthesis, whereas negative feedback mediated by the JAZ proteins determines the duration of the jasmonate pulse [83]. In flowers, the linked positive and negative feedback loops regulating jasmonate production and auxin response provide a plausible mechanism for inducing coordinated rapid increase in petal and stamen growth at stage 12, followed by a quick cessation of growth after stage 13 once the flower has opened and pollen has been released. MYB21 and MYB24 are not expressed in wounded leaves, and recruitment of the MYB factors into the feedback mechanisms may be an evolutionary innovation that has contributed to the adaptation of this network to regulate flower opening.

The prolonged growth seen in petals of stage 13–14 jasmonate pathway mutant flowers arises from jasmonate-independent *MYB21* expression. As *arf6 arf8* flowers do not express *MYB21*, an ARF-dependent but jasmonate-independent mechanism can apparently activate *MYB21*. This or a similar pathway apparently also acts in stage 14 *arf8* and *myb108* mutant flowers [11]. *BIGPETAL* (*BPE*)/*bHLH31* (*At1g59640*) is activated in petals by jasmonate-induced alternative splicing and represses petal growth [9], [10], [12], [58], and it will be interesting to test whether it represses *MYB21*.

### Action of this Network in Other Angiosperms

In tobacco and petunia, putative orthologs of *MYB21* and *MYB24* regulate both floral scent production and flower opening [84]–[86]. The network described here may thus provide a useful context to understand flower maturation in other angiosperms, and the roles of genes responsible for natural variation in flower morphology [87]. For example, variation in the expression level of the tomato *Style2.1* gene determines the extent of style growth, which in turn affects whether the plant self-pollinates or outcrosses [88]. An Arabidopsis homolog of *Style2.1*, *PRE1/bHLH136/BNQ1* (*At5g39860*), is underexpressed in *arf6-2 arf8-3* flowers and may contribute to Arabidopsis flower organ elongation [89], [90].

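*PRE1* was 2.81-fold lower (log2 change -1.49, SE 0.28, adjusted p = 0.00336) in *arf6-2 arf8-3* stage 12 flowers, at 7.65 ± 0.22 against 9.14 ± 0.04 in wild type (log2 values, SD, n = 3 arrays), by limma. It had 8.97 ± 0.38 in *myb21-5 myb24-5* flowers, and its change there was not called (log2 change -0.17, SE 0.28, adjusted p = 0.923).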

## Materials and Methods

### Plant Material and Isolation of *arf6-2* Enhancer Mutants

All genotypes were in the Columbia ecotype of *Arabidopsis thaliana*. *arf6-2* and *arf8-3* mutants were previously described [2]. The *myb21-4* and *myb21-5* mutants were isolated from an EMS mutagenesis screen for enhancers of the *arf6-2* mutant. *arf6-2* seeds were treated with 0.2% EMS for 16 hours, and 10,000 M2 plants derived from approximately 5000 M1 parents were screened for reduced fecundity. In addition to the *myb21* mutations described here, we isolated three new *arf8* alleles in this screen (Table S2). *arf6-2 myb21* plants from the screen were back-crossed once to *arf6-2*, and then crossed twice to wild type prior to further analysis. Backcrosses indicated that the *myb21* phenotype was caused by a recessive mutation at a single genetic locus. To map the mutations, *arf6-2 enhancer* mutants were crossed to an *arf6-2* line that had been introgressed into the Landsberg *erecta* ecotype. A bulked-segregant analysis approach using 29 markers evenly distributed over the genome was used to establish a preliminary map position [91], and the map position was then refined using closely linked SSLP, CAPS and dCAPS markers (Figure S3).

T-DNA insertion mutations in *MYB21*, *MYB24*, *MYB57*, *MYB108*, and *AOS* from the SALK Genomic Analysis Laboratory were provided by the Arabidopsis Biological Resource Centre [92]. Homozygous mutants were identified within segregating T3 and T4 populations. Details on these mutants, and PCR primers used to identify mutant alleles, are provided in Figure S4, Table S2, and Table S5. Double and triple mutants were identified in the F2 progeny of crosses from the respective single or double mutant parents. Most genotypes were fertile when manually self-pollinated. However, *myb21 myb24*, *myb21 aos-2* and *myb21-5 arf6-2 arf8-3* plants were maintained as *myb21/+ myb24*, *myb21 aos-2/+* and *myb21 arf8-3 arf6-2/+* stocks. *coi1-1* seeds were provided by John Turner (University of East Anglia, Norwich, UK), and *P_LAT52_:GUS* seed were provided by Mark Johnson (Brown University, Providence, RI). *ams* seeds (SALK_152147) [93] were provided by Hong Ma (Pennsylvania State University, College Station, PA).

### Phenotypic Analyses

To measure flower organs across a developmental series, flower buds were dissected, and flower organs were placed on an agar plate and measured using a camera lucida attachment on a dissecting microscope. For measurements of floral organ lengths and timing of anther dehiscence in Table S1, the first open flower of wild-type plants was designated as flower 1 (stage 13) [1]. For genotypes in which flower opening was impaired, equivalent stage flowers were identified based upon bud size and position on the inflorescence stem. Scanning electron microscopy was carried out as previously described [2]. Fertilization frequencies were assessed by X-Gluc staining 24 hours after pollination with the pollen-specific reporter line *P_LAT52_:GUS* [94]. In these assays, 87% or more of wild-type, *ams* male-sterile, *myb21-5*, *myb21 myb24*, and *myb21 myb24 myb108* ovules were fertilized, as judged by strong X-Gluc staining in ovules in which a pollen tube had ruptured.

### Transgenic Plants

To make GUS reporter constructs, promoter and genomic sequences lacking the endogenous stop codon were cloned into the Gateway pENTR/D-TOPO vector (Invitrogen Life Technologies, Carlsbad, CA). The upstream region (2266 bp) and first exon of *MYB21* were amplified by PCR using the primers MYB21 PF and MYB21 R4 (Table S5). The introns and second and third exons were amplified using the primers MYB21 F4 and MYB21 R7. These two PCR products were cloned separately into pENTR/D-TOPO, and then the promoter and first exon of *MYB21* were excised and ligated into the construct containing the 3′end of the *MYB21* gene using *Not*I and *Pst*I. The upstream region (2207 bp) and first exon of *MYB24* was amplified by PCR using the primers MYB24 PF and MYB24 R3. The entire predicted coding region of *MYB24* was amplified using the primers MYB24 F2 and MYB24 R2. These two PCR products were cloned separately into pENTR/D-TOPO, and then the promoter and first exon were excised and ligated into the construct containing the 3′end of *MYB24* gene using *Not*I and *Pst*I. The *MYB57* upstream region (2414 bp) and predicted coding region were amplified using the primers MYB57 PF and MYB57 R2 and cloned into pENTR/D-TOPO. For *MYB108*, only the promoter was used in the GUS reporter construct. The upstream region of *MYB108* (2090 bp) was amplified using the primers MYB108 PF and MYB108 R2 and cloned into pENTR/D-TOPO. The promoter and genomic sequences were fused to the GUS reporter by recombining entry clones into the destination vector pGWB3 [95] using LR clonase (Invitrogen). Transformation of Arabidopsis plants and histochemical staining were performed as described previously [96], [97]. The *P_MYB21_:MYB21:GUS* and *P_MYB24_:MYB24:GUS* constructs partially rescued the phenotype of *myb21-2 myb24-2* flowers, indicating that they retained some MYB21 and MYB24 activity.

For *P_35S_:MYB21* and *P_35S_:Green fluorescent protein(GFP):MYB21* constructs, a genomic *MYB21* fragment was amplified using the primers MYB21 GWF and MYB21 GWR* (Table S5), and cloned into the Gateway pENTR/D-TOPO vector. For *P_35S_:MYB21*, the entry clone was recombined into pB2GW7 [98]. For *P_35S_:GFP:MYB21* the entry clone was recombined into pGWB6 [95]. Transgenic T1 *P_35S_:MYB21* and *P_35S_:GFP:MYB21* plants showed a range of phenotypes, including narrow leaves, dwarfism, and floral defects, similar to those previously described [19], [20]. For our analyses, we used weaker lines that had less severe phenotypes.

### Hormone Treatments

For gene expression analyses, plants were sprayed with 1 mM MeJA (Bedoukian Research, Inc, Danbury, CT) or 10 µM IAA (Sigma) in 1% methanol 0.05% Tween-20, or with solvent alone, and were harvested after two hours (MeJA) or the specified time periods (IAA). To restore fertility to JA-deficient plants and to assess the effect of jasmonate on *aos-2 P_MYB21_:MYB21:GUS* plants, flowers were sprayed with 1 mM MeJA daily for 4 days.

### Gene Expression Analyses

Flowers or whole inflorescences were frozen in liquid N_2_ and total RNA was isolated using Trizol reagent (Invitrogen Life Technologies, Carlsbad, CA) or with RNeasy plant mini kits (Qiagen). Poly (A^+^) RNA was extracted from 50 µg of total RNA using oligo(dT)_25_ Dynabeads according to manufacturers' instructions (Dynal A.S., Oslo, Norway). RNA gel blot hybridizations were performed as described [99]. Probes were created by PCR using genomic DNA or Peking-Yale cDNA clones (Arabidopsis Biological Resource Center) as template using primer pairs listed in Table S5.

For real-time quantitative RT-PCR analyses, total RNA was extracted from stage 12, 13 and 14 flowers in the morning between 2 and 4 hours after subjective dawn. cDNA was synthesized using the Reverse Transcription System (Promega A3500) with random primers according to the manufacturer's instructions. 0.1 µg of total RNA was used for the 20 µl volume reaction and incubated for 1 hr at 42°C. The RT reaction mixture was diluted 10-fold and 1 µl was used as a template in 10 µl PCR reactions using the Applied Biosystems real-time PCR systems in standard mode with SYBR Green Master Mix (Applied Biosystems) following the manufacturer's protocol. The primers used for qRT-PCR analysis are listed in Table S5. Reactions were performed in triplicate and the products were checked by melting curve analysis. Transcript levels were normalized to the level of reference transcript *UBQ10*.

For Affymetrix gene chip gene expression analyses, RNA was isolated from stage 12 (largest closed buds) and stage 13 (first open flowers) harvested in the morning between 2 and 4 hours after subjective dawn. Three biological replicates were performed. Probe synthesis and gene chip hybridizations were performed by the UNC-CH Functional Genomics Core Facility. Total RNA (1000 ng) was used to synthesize cDNA followed by aRNA. The MessageAmp II-Biotin Enhanced Kit (Ambion) was used to generate biotinylated aRNA from the cDNA reaction. The aRNA was then fragmented in fragmentation buffer from the Ambion kit at 94°C for 35 minutes before the chip hybridization. Fragmented aRNA (15 µg) was then added to a hybridization cocktail (0.05 µg/µl fragmented aRNA, 50 pM control oligonucleotide B2, *BioB*, *BioC*, *BioD* and *cre* hybridization controls, 0.1 mg/ml herring sperm DNA, 0.5 mg/ml acetylated BSA, 100 mM MES, 1 M [Na+], 20 mM EDTA, 0.01% Tween 20). aRNA (10 µg) was used for hybridization in a volume of 200 µl per slide. ATH1 arrays [100] (Affymetrix, Santa Clara, CA) were hybridized for 16 hours at 45°C in the GeneChip Hybridization Oven 640 (Affymetrix). The arrays were washed and stained with R-phycoerythrin streptavidin in the GeneChip Fluidics Station 450 (Affymetrix) using wash protocol EukGE-WS2v4, and arrays were scanned with the GeneChip Scanner 3000 7G Plus with autoloader. Affymetrix MAS 5.0 GeneChip Operating Software was used for washing, scanning and basic analysis. Sample quality was assessed by examination of 3′ to 5′ intensity ratios of selected genes. Data were analyzed using Genespring GX 10.0.1 software. Raw data were background corrected and normalized using the RMA algorithm with no baseline correction. Means for each gene over the three biological replicates were calculated, and statistical differences between wild-type and mutant expression levels assessed by t-test without multiple testing correction. Genes reported in Table S3 are those with P<0.05 and having 2-fold or greater expression level difference from the corresponding wild-type sample. Gene chip hybridization data have been deposited in the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE32193.

### *In Situ* Hybridization

*In situ* hybridizations were carried out as previously described [4]. *MYB21* and *MYB24* probes were PCR amplified from genomic DNA using primers that spanned the last exon (MYB21 ins-HindIII F, MYB21 ins-BamHI R; MYB24 ins-HindIII F, MYB24 ins-BamHI R) (Table S5). PCR products were then cloned into the pGEM-T vector (Promega). *MYB21* and *MYB24* sense probes produced no signal in wild-type flowers.

### Jasmonic Acid and Volatile Sesquiterpene Collection and Analysis from Flowers

Jasmonic acid was measured as described [101] from stage 12–13 flowers collected in the morning and frozen in liquid nitrogen. To measure sesquiterpenes, volatile compounds were collected in 1 L bell jars with 40 detached inflorescences placed in a small glass beaker filled with tap water, under controlled temperature and light conditions (22°C, 150 µmol m^−2^ s^−1^ PAR). Emitted volatile compounds were collected for 7 h on 5 mg Charcoal filter traps (Gränicher and Quartero, Daumazan, France) in a closed-loop stripping procedure [102] and then eluted from the traps with 40 µl CH_2_Cl_2_ containing 1-bromodecane (20 ng/µl) as a standard. Sample analysis and quantification of terpenes was performed by gas chromatography–mass spectrometry (GC-MS) on a Shimadzu QP 2010s GC-MS instrument as described previously [103]. Separation was performed on a (5%-phenyl)-methylpolysiloxane (DB5) column (Restek, 30 m×0.25 mm i.d.×0.25 m –thickness). Helium was the carrier gas (flow rate 1.4 ml min^−1^), a splitless injection (injection volume 1 µl) was used, and a temperature gradient of 5°C/min from 40°C (2 min hold) to 220°C was applied. Compounds were identified by comparison of retention times and mass spectra with those of authentic standards. Trapping and GC-MS analysis of volatiles from flowers of *opr3* and Wassilewskija wild type were performed as described in [43]. Statistical significance of differences in volatile emission was determined with SAS9.1 (SAS Institute Inc., Cary, NC, USA) using student's t-test or ANOVA with Tukey post-hoc test.

For an alternative fast sampling and analysis of volatile compounds, 20 inflorescences were placed in a 20 ml screw cap glass vial containing 4 ml of water. Inflorescences were incubated in the sealed vial for 2 h under the conditions described above. Volatile compounds were then trapped by solid phase microextraction (SPME) for 30 min at 40°C and injected into the GC by thermal desorption using an automated SPME sampling device (Combi-PAL, CTC Analytics, Zwingen, Switzerland).

### Gene Accession Numbers

Arabidopsis Genome Initiative locus identifiers for the genes studied in this article are as follows: *AOS* (At5g42650); *ARF6* (At1g30330); *ARF8* (At5g37020); *COI1* (At2g39440); *IAA2* (At 3g23030); *IAA3* (At1g04240); *IAA4* (At5g43700); *IAA7* (At3g23050); *IAA13* (At2g33310); *IAA16* (At3g04730); *IAA19* (At3g15540); *MYB21* (At3g27810); *MYB24* (At5g40350); *MYB57* (At3g01530); *MYB108* (At3g06490); *OPR3* (At2g06050); *SAUR63* (At1g29440); *AtTPS11* (At5g44630); *AtTPS21* (At5g23960).

## Supporting Information

Figure S1 Gene expression in mutant and transgenic flowers, and expression of *MYB* reporter lines. (A) RNA gel blot hybridization with *MYB21*, *MYB24* and *ARF6* probes. RNA from wild-type, *arf6-2 arf8-3* and two independent *P_35S_:ARF6* lines [4]. A *β-tubulin* probe was used as a loading control. The *ARF6* transcript is smaller in *P_35S_:ARF6* lines than in wild type, because the transgene lacks the endogenous 5′ and 3′UTR sequences. (B) *arf6-2 arf8-3 P_MYB21_:MYB21:GUS* stage 13 flower stained with X-Gluc. (C) Quantitative RT-PCR assays of expression of indicated genes in pooled stage 12–13 flowers of indicated genotypes. Shown are means of two biological replicates each having three technical replicates (± SD). Within each biological replicate, expression levels were normalized to expression in wild-type flowers. (D–F) X-Gluc-stained stage 14 flowers of *P_MYB21_:MYB21:GUS* (D), *P_MYB24_:MYB24:GUS* (E), *P_MYB57_:MYB57:GUS* (F), and *P_MYB108_:GUS* (G). Inset in (E) shows expression in nectaries.
(TIF)

Figure S2 Petal and stamen lengths relative to gynoecium length for individual flowers. (A) Wild-type, *arf6-2*, *arf8-3*, and *arf6-2 arf8-3* flowers. (B) Wild-type, *arf10-3 arf16-2*, and *P_35S_:MIR160c* flowers. The microRNA *miR160* targets both *ARF10* and *ARF16*. (C) Wild-type, *coi1-1*, *myb21-4*, and *coi1-1 myb21-4* flowers.
(TIF)

Figure S3 Map-based cloning of *MYB21*. (A) Map-based cloning of *MYB21*. Bulked segregant analysis was used to establish linkage of the *arf6* enhancer (*myb21-5*) to marker *ciw11a* on chromosome 3. 355 *arf6-2 myb21-*like F2 plants from an *arf6-2 myb21-5*×*arf6-2* (La-*er*) cross were then screened with PCR-based markers closely linked to *ciw11a*. One crossover event was detected between *myb21-5* and each of the markers MGF10-40054 and K16N12-45751, indicating that the *myb21-5* mutation was located within a 91 kb interval between these two markers. Sequencing of the *MYB21* gene in this interval identified premature stop codons in both *myb21-4* and *myb21-5* alleles. (B) Alignment of predicted MYB21 and MYB24 amino acid sequences. Identical residues are shaded black, similar residues are shaded grey. Asterisks (*) indicate positions of the *myb21-4* and *myb21-5* point mutations. (C) Photographs of stage 13 flowers of wild type, *myb21-5* and three independent *myb21-5 P_35S_:GFP:MYB21* lines. The *P_35S_:GFP:MYB21* transgene can restore petal and stamen elongation to the *myb21-5* plant, and rescue the anther dehiscence defect. The flowers shown are the first open flower on wild-type inflorescence (stage 13, flower position 1), or its equivalent based upon bud size and position on the inflorescence stem.
(TIF)

Figure S4 Mutations in *MYB21*, *MYB24*, *MYB108*, *MYB57* and *AOS*. (A) Positions of mutations in *MYB21*, *MYB24*, *MYB108*, *MYB57* and *AOS* genes. Exons are shown as blue boxes, T-DNA insertions are shown as triangles. The positions of T-DNA insertions are based upon sequencing provided by SIGNAL database [92]. (B) RNA gel blot hybridizations using *MYB21*, *MYB24*, *MYB108*, *MYB57* and *AOS* probes. RNA was isolated from flowers of wild-type and homozygous T-DNA insertion mutant plants. A *β-tubulin* probe was used as a loading control. The transcript in *myb21-2* flowers was confirmed to be *MYB21* by sequencing RT-PCR products from the mutant. In some blots, the *myb24-5* mutant had a transcript of a larger size, possibly arising from fusion to T-DNA sequences, that is not shown in the figure.
(TIF)

Figure S5 *myb21-5* and *myb108-4* flower phenotypes. (A–C) Scanning electron micrographs of stage 12 and 13 wild-type flowers (A,C) and stage 13 *myb21-5* flower (B). For each picture, the left panel shows a flower with intact gynoecium and stamens (and perianth organs removed), and the right panel shows a closeup of the stamen filament. Scale bars: 800 µm (left panels); 100 µM (right panels). (D) Photographs of *myb108-4* inflorescence and stage 13 flower. Asterisk in left panel indicates first open flower. (E,F) Closeup photographs of stage 14 wild-type and *myb108-4* flowers, showing failure of anther dehiscence in the mutant.
(TIF)

Figure S6 Gynoecium phenotypes of *myb21* and *arf6 arf8* mutants. (A–E) Scanning electron micrographs of stigmas from (A) wild-type (stage 13), (B) *myb21-5* (stage 13), (C) *arf6-2/ARF6 arf8-3* (stage 14), (D) *arf6-2/ARF6 arf8-3 myb21-5* (stage 14), and (E) *arf6-2 arf8-3* (stage 14) flowers. Scale bar = 200 µm. (F) Lengths of valves of stage 13–14 flowers of indicated genotypes. (G) Lengths of styles and stigmas of stage 13–14 flowers of indicated genotypes. Values in F and G are means ± SD for between 8 and 50 measurements. * indicates difference from corresponding wild-type measurement by *t*-test with P<0.001; † indicates significant difference from value for corresponding *MYB21^+^* genotype by *t*-test with P<0.001. In A, F and G, wild-type flowers were emasculated 2-3 days before measurements, to prevent pollination and subsequent stigma collapse.
(TIF)

Figure S7 Volatile sesquiterpene emissions from wild-type and *opr3* inflorescences. Emissions of (*E*)-β-caryophyllene and thujopsene are shown. Volatile compounds were collected from 70 inflorescences for 9 h by a closed-loop stripping procedure. The wild-type and *opr3* plants were in the Wassilewskija (Ws) ecotype. Student's t-test,***, p<0.001; **, p<0.01.
(TIF)

Table S1 Floral organ lengths in single and higher-order mutants, and timing of pollen release. The first open flower on wild-type inflorescence was designated flower 1 (stage 13), and older flowers numbered sequentially. For genotypes with delayed flower opening, the equivalent flower was chosen based upon bud size and position on the inflorescence stem. For MeJA treatments inflorescences were sprayed once a day with 1 mM MeJA for four days before taking measurements. Data from three experiments are shown. n = 10, data is shown as mean ± standard deviation. *Pollen release in these genotypes occurred as the floral organs senesced.
(XLS)

Table S2 Genotyping details for mutant alleles used in this study. Mutations for which genotyping information has been reported previously are not included here. The positions of T-DNA insertions are based on end-sequencing provided by the SIGNAL database [92]. Primer sequences are provided in Table S5.
(XLS)

Table S3 Genes with increased or decreased expression in *arf6-2 arf8-3* or *myb21-5 myb24-5* stage 12 flowers, by at least two-fold relative to wild-type flowers. Listed are genes whose expression at stage 12 was statistically different from wild-type expression and that differed by at least 2-fold from wild type. Columns from left to right: (A,I) Affymetrix ATH1 gene id; (B–G) expression in wild-type stage 12 flowers and flower organs [21]; (H) genes with enriched expression in nectaries [33]; (J–O) Gene expression levels in wild-type, *arf6-2 arf8-3*, and *myb21-5 myb24-5* stage 12 and stage 13 flowers, averaged from three replicates (this work); (P) Genes with altered expression in *ga1-3* flowers [29]; (Q) genes induced in stamens by MeJA [12]; (R–T) gene annotation and AGI number. To aid in reading the table, cells in some columns are color-coded to indicate genes with particular expression characteristics, according to the keys listed below the corresponding columns. The data may be sorted in Excel to group genes with common expression characteristics.
(XLS)

Table S4 Genes underexpressed in *arf6-2 arf8-3* and overexpressed in *myb21-5 myb24-5* stage 12 flowers, by at least 1.3-fold relative to wild-type flowers. Columns: (A,H) Affymetrix ATH1 gene id; (B–G) expression in wild-type stage 12 flowers and flower organs [21]; (I–N) Gene expression levels in wild-type, *arf6-2 arf8-3*, and *myb21-5 myb24-5* stage 12 and stage 13 flowers, averaged from three replicates (this work); (O) genes induced in stamens by MeJA [12]; (P–R) gene annotation and AGI number. To aid in reading the table, cells in some columns are color-coded to indicate genes with particular expression characteristics, according to the keys listed below the corresponding columns.
(XLS)

Table S5 Oligonucleotide primers used in this study. For some primers, a CACC sequence was incorporated at the 5′ end to enable directional cloning into the pENTR/D-TOPO vector.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

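Flowers of *Arabidopsis thaliana* were measured on Affymetrix ATH1 arrays in the *myb21-5 myb24-5* double mutant, the *arf6-2 arf8-3* double mutant and wild type, at 2 stages (12, the largest closed buds, and 13, the first open flowers), with 3 biological replicates each, hence 18 arrays in 6 groups of 3. The replicates carry the letters A, B and C. The condition of each array was taken from its label, and no array was left out of the main analysis.

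Per the paper's methods, the authors scanned the arrays with MAS5 software, corrected the background and normalised the raw data by RMA in Genespring without baseline correction, and the deposited values are log2 expression values, one per probe set. Raw intensities were not used here. The group means of the deposited values, taken back from log2 to the linear scale, equal the means in Table S3 for its 1148 probe sets, with a largest relative difference of 4.9e-06. The deposited medians lie close together on all arrays, and no further scaling was applied.

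Of 22810 probe sets on the array, 64 control probe sets were left out and 22746 were tested. Of these, 13513 match 1 gene in the platform table and 503 several genes, and 8730 are not listed there. A further 515 were named only through Tables S3 and S4, and 8264 stayed without a name. In the text, a gene stands for its probe set. Where a gene has several, the one with the highest mean over all arrays is given. An array gives no read depth. The standard errors given beside the changes show the precision, and 3 arrays per group bound it.

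With limma 3.58.1 (statmod 1.5.0, R 4.3.3), lmFit and eBayes were run once on all 18 arrays with 6 group means. Contrasts compared each mutant with wild type at each stage, wild type between the stages and the 2 mutants at stage 12, and interaction terms compared each mutant's effect between the stages. The p-values, all two-sided, were adjusted over 22746 probe sets per contrast by the Benjamini-Hochberg method. A probe set was called at an adjusted p under 0.05 and at least a 2-fold change, the study's fold cutoff. For the genes of Table S4 the cutoff was 1.3-fold, as in the study. The study's own test, a t-test without correction for multiple testing, was run as an alternative.

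In all, 24 gene lists were fixed by gene identity, among them jasmonate, Aux/IAA, GH3, terpenoid, expansin and *XTH*, pollen and tapetum genes. Many members of the jasmonate, Aux/IAA, *SAUR*, nectary and terpenoid lists are genes that the paper names from these same arrays. Members were counted as lower or higher at an adjusted p under 0.05 and any fold, also after adjustment over the list alone, and lists of at least 5 members measured by the platform table were tested with camera at its preset correlation of 0.01 and again with an estimated correlation. Members named only through Tables S3 and S4 were counted apart, since those tables hold genes that the study chose on these arrays. The organ, nectary, *ga1-3* and MeJA classes of these tables were counted among the calls without a test, for the same reason. Exact binomial intervals beside their shares treat genes as independent, so they do not measure the spread between arrays.

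The genes named in the text follow a rule fixed before the data were examined, as were the comparisons, tests, lists and alternatives other than those said to be chosen after seeing the data. The rule takes the genes the paper names from the arrays (whose values in its tables had been seen), the 10 largest falls and 10 largest rises per comparison with wild type and between the wild-type stages, up to 4 called members of each list (or 2 where none was called), and 5 genes per class of overlap between the mutants. It requires for the largest changes that every array of one group lies above every array of the other.

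Whether replicate letters pair the arrays was checked from the correlation of deviations from the group means. Every pair correlated over 0.1 in 5 of the 6 comparisons, but not between *arf6-2 arf8-3* and wild type at stage 12 (0.64, -0.02 and 0.20 for A, B and C). The labels do not say what the letters share. The reported fit has no block, and a fit with the letter as a block was an alternative.

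Further alternatives were the t-test with adjustment, a fit of only the groups compared, an intensity trend with robust variances, array quality weights, other fold and p thresholds, probe sets with a low mean left out, quantile normalization, centring on the median or on 3 reference genes, and leaving out each array in turn. Leaving out the array labelled *myb21-5 myb24-5* stage 13 replicate A, alone and with the block, was added after seeing the data, as were the counts of lists and classes without each array in turn. The analysis was first tested on simulated data built on the real arrays, with 50 probe sets changed at each of 4 sizes. The simulated spread was taken from the groups other than *myb21-5 myb24-5* stage 13. The reported fit includes that group, so its recovery may be lower for genes whose spread that group widens. At 2-fold, limma recovered 36 of 50 at an adjusted p under 0.05, the unadjusted t-test 45, and the adjusted t-test 12, while among the unchanged probe sets limma called 8 and the unadjusted t-test 1198 at any fold (2 and 28 with a 2-fold change).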

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

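A test of whether the effect of a genotype differs between the stages drew notice. Interaction terms of the limma fit, which test the difference itself, had an adjusted p under 0.05 at any fold in 256 probe sets for *arf6-2 arf8-3*, and in 279 for *myb21-5 myb24-5* (636 and 637 with the replicate letter as a block). For *arf6-2 arf8-3*, the number was 154 without wild-type stage 12 replicate A, 158 without wild-type stage 12 replicate C, 161 without *arf6-2 arf8-3* stage 12 replicate B, 167 without wild-type stage 13 replicate B, and 158 and 141 without *arf6-2 arf8-3* stage 13 replicates A and B. For *myb21-5 myb24-5*, it was 146 without wild-type stage 12 replicate A, 177 and 152 without *myb21-5 myb24-5* stage 12 replicates A and B, 128 and 146 without wild-type stage 13 replicates B and C, and 167 and 172 without *myb21-5 myb24-5* stage 13 replicates B and C. With the array labelled *myb21-5 myb24-5* stage 13 replicate A left out after seeing the data, it was 442 and 557. Of 100 groupings of the arrays within each stage, the labelled one included, 3 gave at least as many for *arf6-2 arf8-3* and 8 for *myb21-5 myb24-5*. The highest other counts were 2176 and 1520. Groupings that mix the genotypes at both stages gave at most 0 and 629. The same test was repeated after seeing the data in 3 other fits. With the replicate letter as a block, 7 and 8 of 100 groupings gave at least as many (highest other counts 7286 and 2028, and at most 0 and 0 from groupings that mix the genotypes at both stages). When the array labelled *myb21-5 myb24-5* stage 13 replicate A was left out, 6 and 6 did (2695 and 1226, and at most 1 and 2), and with both changes 6 and 4 (8088 and 1782, and at most 0 and 2, against 1231 and 1528 for the labelled grouping). These shares were under 0.05 for *arf6-2 arf8-3* in the reported fit and for *myb21-5 myb24-5* with both changes, and not in the other fits. Apart from *myb21-5 myb24-5* in the reported fit, the groupings that reached the labelled count keep the genotypes apart at 1 stage or both, so they hold the effect of genotype itself. For that reason the shares cannot decide whether chance accounts for the interaction counts.

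The paper presents the stage 13 arrays for reference, and they hold a signal beyond the genes it discusses. In *arf6-2 arf8-3* flowers of stage 13, 812 genes were lower and 592 higher than in wild type, and in *myb21-5 myb24-5* flowers 555 and 313. Between the wild-type stages, 358 genes were lower and 417 higher at stage 13 (225 lower without wild-type stage 12 replicate A). These counts were 846 and 625, 566 and 455, and 401 and 444 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data.

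In all 6 comparisons of 3 arrays with 3, the labelled grouping was the 1 of 10 possible splits with the most calls, which cannot give a share below 0.1. The other splits gave at most 0, 1, 0, 3, 0 and 28 calls, against 887 for *arf6-2 arf8-3* and 221 for *myb21-5 myb24-5* at stage 12, 1404 and 868 at stage 13, 775 between wild-type stages and 350 between the mutants. Of 100 groupings of the 9 stage 12 arrays, the labelled one included, 1 gave at least its 145 genes lower in both mutants. The highest of the others was 144, from an exchange of 1 array between the mutants, and groupings that mix wild type with the mutants gave at most 28.

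The array labelled *myb21-5 myb24-5* stage 13 replicate A stands apart from replicates B and C. Its *ARF6* value of 4.75 and *ARF8* value of 5.68 lie outside the range of the other 5 *myb21-5 myb24-5* arrays (9.21 to 9.73 and 9.69 to 10.04), so spread between *myb21-5 myb24-5* flowers does not account for them, whereas *ARF6* lies within and *ARF8* just below the range of the *arf6-2 arf8-3* arrays (4.73 to 5.27 and 5.73 to 6.41). The SD over probe sets of its difference from *arf6-2 arf8-3* stage 13 replicate A, 0.121, is below that of every pair of arrays within a group (0.236 to 0.551, or to 0.481 without its own pairs). That SD was the smallest of all pairs of arrays. Its *MYB21* value of 5.05 also lies outside the range of the other *myb21-5 myb24-5* arrays (10.62 to 11.95). It lies within that of the *arf6-2 arf8-3* arrays (4.40 to 6.19). Kept under its label, the array raises the standard errors of the reported fit for genes such as *ARF6* and *MYB21*. A call missing there does not show that such a gene is unchanged. The *ARF6*, *ARF8* and *MYB21* values argue against RNA of *myb21-5 myb24-5* flowers on this array and go with RNA of the *arf6-2 arf8-3* mutant. The RNA blots of Figure 1C also show *ARF6* mRNA in *myb21-5 myb24-5* inflorescences. The same RNA as *arf6-2 arf8-3* stage 13 replicate A is a candidate explanation that the SD of 0.121 goes with. Both were tested after the array was noticed, and neither shows where an exchange might have happened.

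Genes highest in stamens were 95 of 186 among those lower in *myb21-5 myb24-5* flowers at stage 12. Less pollen RNA in the mutant buds may add to this, since the pollen list had a median log2 change of -0.76. Buds collected at a younger stage are another candidate explanation, since the tapetum list, with genes active in young anthers, had a median of 1.51, although limma called 0 of its 3 measured members (1 at an unadjusted p under 0.05, *EXL5*, log2 change 2.01, SE 0.82, adjusted p = 0.307; *A9*, log2 change 1.51, SE 0.79, adjusted p = 0.492, did not reach it). A direct effect of the genotype on stamens was not told apart from either.

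More genes were called in *arf6-2 arf8-3* than in *myb21-5 myb24-5* flowers at stage 12. The ratio of the median SDs, *arf6-2 arf8-3* over *myb21-5 myb24-5*, was 1.04, so the 2 mutant groups had a similar spread. This ratio cannot decide whether spread or an outlying array accounts for the counts. The fit shares one spread across the groups, and a median over probe sets need not show 1 outlying array. The biological explanation that the *arf6-2 arf8-3* mutation acts on more genes was not tested further.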

How the results depend on the processing

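Of 430 values of named genes, 240 passed the test in limma, and these kept their sign under every alternative that covered them. Alternatives that change only the test, such as the t-tests, use the same difference of group means, so the sign could not change there. Leaving out dim probe sets does not cover all of the values. The replicate letter as a block made 29 further values pass the test and lost none, and reference gene centring lost 8. The adjusted t-test lost 149 and added 5, and a fit of only the arrays compared lost 19 and added 44. Over all fits with 1 array left out, 314 passes were lost and 74 added. Median and reference gene centring moved no log2 change by more than 0.05 and 0.11. With 3 arrays per group, leaving out 1 leaves a pair whose spread is pooled with the other groups, and fewer arrays in the fit account for some lost calls. Elsewhere the cause was not tested. Signal over background limits the size of a fall: in *arf6-2 arf8-3* flowers the *ARF6* and *ARF8* probe sets still read 4.73 to 6.41 on the log2 scale. Genes with no probe set paired to them were not identified here, although the array may hold them among the 8264 probe sets without a name.

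By the methods' t-test without adjustment, the counts were 356 lower and 97 higher in *myb21-5 myb24-5* flowers at stage 12, 351 and 219 between the mutants, 14 opposed (lower in *arf6-2 arf8-3*, higher in *myb21-5 myb24-5*), 18 higher in both, and 71 opposed at 1.3-fold. Of the study's classes, it counted 32 sepal, 234 stamen (lower) and 32 stamen (higher) genes and 26 carpel genes in *myb21-5 myb24-5*. Of MeJA genes, it counted 16 of 0.5 h and 40 of 2 h lower in *arf6-2 arf8-3*, 8 of 2 h lower in *myb21-5 myb24-5*, 7 of 2 h in both, 6 of 0.5 h and 10 of 2 h higher in *myb21-5 myb24-5*, 13 opposed, and 71, 44 and 13 of Table S4. With adjustment, the t-test gave 130 and 33 in *arf6-2 arf8-3* and 13 and 2 in *myb21-5 myb24-5* at stage 12, 97 and 27 in *myb21-5 myb24-5* at stage 13, 58 and 91 between wild-type stages, 43 and 7 between the mutants, 11 lower and 0 higher in both.

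With only the arrays compared, 69 were higher in *myb21-5 myb24-5* at stage 12, 11 opposed, and 27 at 1.3-fold. On the stage 12 arrays alone (for the classes, added after seeing the data), the counts were 23 sepal genes higher in *myb21-5 myb24-5*, 16 MeJA genes of 0.5 h and 39 of 2 h lower in *arf6-2 arf8-3*, 5 and 8 higher in *myb21-5 myb24-5*, 10 opposed, and 27, 21 and 6 of Table S4. With array weights, the counts were 333 and 77 in *myb21-5 myb24-5* at stage 12, 476 higher in *myb21-5 myb24-5* at stage 13, 360 and 256 between the mutants, 260 lower in both, 3 opposed, 28 higher in both, and 9 at 1.3-fold.

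Without a fold cutoff, the counts were 1134 and 966 in *arf6-2 arf8-3* and 335 and 110 in *myb21-5 myb24-5* at stage 12, 1835 and 2082 and 1230 and 912 at stage 13, 752 and 945 between wild-type stages, 355 and 391 between the mutants, 286 lower and 54 higher in both. At 1.5-fold, they were 932 and 682, 290 and 83, 1343 and 1318, 946 and 614, 565 and 727, 315 and 308, 244 and 39. At an adjusted p under 0.01, they were 373 and 170 in *arf6-2 arf8-3*, 16 higher in *myb21-5 myb24-5* at stage 12, 228 lower between wild-type stages, 0 and 3 between the mutants, and 6 higher in both. With the replicate block, 56 were higher in *myb21-5 myb24-5* at stage 12, 218 higher between the mutants, 24 higher in both, 1 opposed at 1.3-fold, and 636 and 637 in the interactions. It changed none of the other counts of calls and overlaps by more than 1.5 times, and the class counts are not covered by this. In *arf6-2 arf8-3* at stage 12, where the letters do not pair the arrays, the block gave 658 and 372. With the block and without the array labelled *myb21-5 myb24-5* stage 13 replicate A, chosen after seeing the data, they were 107 higher in *myb21-5 myb24-5* at stage 12, 521 higher at stage 13, 385 and 255 between the mutants, 15 opposed, 30 higher in both, 82 at 1.3-fold, and 1231 and 1528 in the interactions. At stage 12, camera with an estimated correlation gave an adjusted p of 0.311 for jasmonate conjugation and 0.237 for pollen genes in *arf6-2 arf8-3* and 0.326 for pollen genes in *myb21-5 myb24-5*. By fry at stage 12, jasmonate conjugation had an adjusted p of 0.107 in *arf6-2 arf8-3*, expansin and *XTH* genes 0.0158 in *arf6-2 arf8-3* and 0.025 in *myb21-5 myb24-5* (0.306 and 0.287 by camera; at stage 13, 2.28e-10 and 1.5e-09 by fry), and pollen genes 0.104 in *myb21-5 myb24-5*.

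Leaving out each array in turn gave 395 to 689 lower and 195 to 351 higher in *arf6-2 arf8-3* and 152 to 239 and 12 to 87 in *myb21-5 myb24-5* at stage 12, 225 to 401 lower between wild-type stages, 0 to 357 and 2 to 232 between the mutants, 0 to 14 opposed, 7 to 18 higher in both, 0 to 50 at 1.3-fold, and 141 to 442 and 128 to 557 in the interactions. Jasmonate conjugation in *myb21-5 myb24-5* had a camera adjusted p of 0.501, and 0.0398 without the array labelled *myb21-5 myb24-5* stage 13 replicate A. Without that array, the classes gave 30 sepal and 23 stamen genes higher and 25 carpel genes lower in *myb21-5 myb24-5*, 16 MeJA genes of 0.5 h and 40 of 2 h lower in *arf6-2 arf8-3*, 7 of 2 h lower in *myb21-5 myb24-5* and 7 in both, 6 of 0.5 h and 10 of 2 h higher in *myb21-5 myb24-5*, 13 opposed, and 48, 32 and 9 of Table S4.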

Differences from the paper's values

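The paper used a t-test without adjustment and a 2-fold cutoff (1.3-fold in Table S4); the first value below is the paper's, the next from limma at an adjusted p under 0.05 with the same cutoff. Genes lower in *myb21-5 myb24-5* flowers at stage 12 were 356 in the paper and 188 here. The values do not differ by the rule used (1.5 times) under the methods' t-test (356), array weights (333), no fold cutoff (335) or 1.5-fold (290), and differ under the other alternatives set before the data were examined, which are the ones meant in this paragraph. Genes higher in *myb21-5 myb24-5* flowers were 97 in the paper and 33 here. They do not differ under the methods' t-test (97), only the arrays compared (69), weights (77), no fold cutoff (110) or 1.5-fold (83), and differ under the other such alternatives. Genes lower in *arf6-2 arf8-3* and higher in *myb21-5 myb24-5* flowers were 14 in the paper and 0 here, and do not differ under the methods' t-test (14) or only the arrays compared (11), but do under the other alternatives set before. Limma with adjustment also gave 14 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, a fit chosen after seeing the values. Adjustment within limma therefore does not by itself account for the 0, although the adjusted t-test also gave 0. Genes higher in both were 18 in the paper and 10 here, and do not differ under the methods' t-test (18), median centring (13), the replicate block (24), or without wild-type stage 12 replicate C (17) or *arf6-2 arf8-3* replicate B (14) or C (14), but do under the other alternatives set before. At 1.3-fold, 71 in the paper and 0 here were lower in *arf6-2 arf8-3* and higher in *myb21-5 myb24-5*, which differ under all of the alternatives set before but the methods' t-test (71).

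Of the study's classes, genes highest in stamens and lower in *myb21-5 myb24-5* were 234 in the paper and 95 here, those higher in *myb21-5 myb24-5* were 32 and 12, and sepal genes higher in *myb21-5 myb24-5* were 32 and 11. MeJA genes of 0.5 h lower in *arf6-2 arf8-3* were 14 in the paper and 6 here, with 16 by the methods' t-test over the 18 such genes that Table S3 marks. MeJA genes among those lower in *arf6-2 arf8-3* and higher in *myb21-5 myb24-5* were 13 in the paper and 0 here, those at 1.3-fold 44 and 0, and those of 0.5 h at 1.3-fold 13 and 0. For each, the methods' t-test (234, 32, 32, 16, 13, 44 and 13) does not differ, and leaving out dim probe sets does. Nectary genes lower in *arf6-2 arf8-3* alone, in *myb21-5 myb24-5* alone and in both were 18, 6 and 14 in the paper's text, and those higher in either were 5. The methods' t-test over the 41 genes that Table S3 marks gave 14, 6, 17 and 5, and limma 13, 5, 14 and 4.

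Some alternatives chosen after seeing the values gave counts within 1.5 times of the paper's, and are given here with the study's own calls that they drop. With the array labelled *myb21-5 myb24-5* stage 13 replicate A left out, chosen after seeing the values, *myb21-5 myb24-5* counts were 239 and 87, dropping 124 and 13 of the study's own calls, 14 genes were opposed (0 dropped), 18 higher in both (4 dropped) and 50 opposed at 1.3-fold (23 dropped). Of the classes, the same fit, chosen after seeing the values, gave 30 sepal (2 dropped) and 23 stamen genes (10 dropped) higher in *myb21-5 myb24-5*, 16 MeJA genes of 0.5 h (0 dropped), 13 opposed MeJA genes (0 dropped), and at 1.3-fold 32 (12 dropped) and 9 of 0.5 h (4 dropped). With the block as well, chosen after seeing the values, the counts were 275 and 107 (99 and 4 dropped), 15 opposed (0 dropped), 82 at 1.3-fold (4 dropped), 33 sepal (0 dropped) and 30 stamen genes (3 dropped), 16 MeJA genes of 0.5 h and 13 opposed (0 and 0 dropped), and 43 and 13 MeJA genes at 1.3-fold (1 and 0 dropped). The 9 stage 12 arrays alone, for the classes chosen after seeing the values, gave 23 sepal genes (9 dropped), 16 MeJA genes of 0.5 h (0 dropped) and 10 opposed (3 dropped). Stamen genes lower in *myb21-5 myb24-5* differ under all 3 of these fits (118, 139 and 85), and genes higher in both under the last 2 (30 and 9).

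The paper states that *MYB21* falls from stage 12 to stage 13 in wild type, citing quantitative RT-PCR as well as its array means. On the arrays the limma log2 change was -0.04 (SE 1.21, adjusted p = 0.995), and 0.33 for its second probe set (adjusted p = 0.913). That SE comes from the fit to all arrays and is raised by the doubted array. The wild-type arrays read 12.36 to 12.47 at stage 12 and 12.31 to 12.39 at stage 13. The RT-PCR values were not examined here. The paper names several genes as lower in *arf6-2 arf8-3* flowers that limma did not call. *IAA1* and *JAZ7* passed under the methods' t-test, only the arrays compared, weights, the replicate block (adjusted p = 0.049 and 0.0296) and without the doubted array. *IAA3* passed under the same settings except only the arrays compared. *SAUR27* passed under the methods' t-test and the block (adjusted p = 0.019). *SAUR42*, *JAZ8*, *AOS*, *OPR3* and *OPCL1* passed under the methods' t-test, only the arrays compared, weights and without the doubted array. *CRC*, *MYC2* and *LOX2* passed under these except weights, and *JAZ2* under the t-test and without the doubted array. *JAZ3*, *JAZ9* and *LOX4* passed also under the adjusted t-test, and *JAZ3* with dim probe sets left out and with the block (adjusted p = 0.0401). *HAF* passed under the block alone (adjusted p = 0.0435).

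Among genes the paper names as lower in *myb21-5 myb24-5* flowers, *MYB57*, *SAUR35* and *SAUR66* passed under the methods' t-test, weights, the block and without the doubted array, and *SAUR35* also without wild-type stage 12 replicate B. *CWINV4* passed under these and only the arrays compared, *SAUR67* under the t-test and without the doubted array, and *JMT* under the t-test alone. Among those it names as higher in *myb21-5 myb24-5*, *JAZ2*, *JAZ8*, *JAZ9* and *OPCL1* passed under the t-test, only the arrays compared, weights and without the doubted array, *JAZ5*, *LOX2*, *LOX4*, *4CL11* and *BSMT1* under these except weights, *JAZ6*, *JAZ7* and *AOS* under the t-test and without the doubted array, and *MYC2*, *JAZ3* and *OPR3* under the t-test alone. The fit without this array was chosen after seeing the values.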

Other observations

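Several genes of glucosinolate synthesis, which makes sulfur-rich defence compounds, were higher at stage 13 in both mutants. Of 17 listed genes only 2 were measured by the platform table, too few for a set test. Both *BCAT4* and *UGT74B1* were higher in *arf6-2 arf8-3* and in *myb21-5 myb24-5* flowers (2 and 2 adjusted over the list alone), and of 8 known only through the study's tables, which chose genes on these arrays, 6 and 6. Not higher in *arf6-2 arf8-3* flowers were *MAM3* (log2 change 0.04, adjusted p = 0.966) and *CYP79B3* (log2 change -0.22, adjusted p = 0.768). *CYP83A1* rose by 4.09 in *arf6-2 arf8-3* and 3.25 in *myb21-5 myb24-5* flowers on the log2 scale (adjusted p = 3.1e-05 and 0.000348), with 2.87 in *myb21-5 myb24-5* flowers without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.00143). *MYB28*, a regulator of this pathway, rose by 3.01 in *arf6-2 arf8-3* flowers (adjusted p = 4.18e-05), *SOT17* by 1.79 (adjusted p = 5.17e-06), and *AOP2* by 2.24 in *myb21-5 myb24-5* flowers (adjusted p = 1.71e-05). All are from limma with n = 3 arrays per group. The regulators *WRKY53* and *WRKY6* and *SAG29*, genes known from senescing leaves and chosen after their values were seen, are the 3 senescence genes measured by the platform table. All 3 were lower at stage 13 in *arf6-2 arf8-3* (3 adjusted over the list alone) and in *myb21-5 myb24-5* flowers (3 adjusted over the list alone). In *arf6-2 arf8-3* the log2 changes were -1.48, -1.72 and -1.23 (adjusted p = 1.34e-05, 1.49e-07 and 0.00457). Of 3 senescence genes known only through the study's tables, 2 were higher in *arf6-2 arf8-3* flowers, *SEN1* (log2 change 5.14, adjusted p = 0.000194) and *NAC092* (log2 change 1.28, adjusted p = 0.0177), or 1 without wild-type replicate B or *arf6-2 arf8-3* replicate C at that stage. In *myb21-5 myb24-5* flowers only *SEN1* was higher (log2 change 3.76, adjusted p = 0.00359), with 3.15 without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data (adjusted p = 0.0149). The other *myb21-5 myb24-5* list counts of this paragraph, and the *AOP2* value, are given only with that array. It resembled *arf6-2 arf8-3* stage 13 replicate A, so they are not independent of the *arf6-2 arf8-3* values.

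In wild type, *SAG29*, *WRKY53* and *WRKY6* were higher at stage 13 than at stage 12 (log2 change 2.37 for *SAG29* and 2.02 for *WRKY53*, adjusted p = 6.38e-05 and 2.48e-06). *CYP71B31* rose by 4.00 (adjusted p = 7.82e-08), the cell wall gene *XTH19* by 3.67 (adjusted p = 6.5e-05) and *SAUR9* by 3.56 (adjusted p = 4.36e-05). Of 11 expansin and *XTH* genes, 4 were higher (5 adjusted over the list alone; 2 without stage 12 replicate A or stage 13 replicate B; camera adjusted p = 0.000776). Of 5 *GH3* genes, 2 were higher (2 adjusted over the list alone; camera adjusted p = 0.0093, but adjusted p = 0.0546 with an estimated correlation). Of 5 pollen genes, 3 were lower (4 adjusted over the list alone; 1 without stage 12 replicate A or stage 13 replicate B or C; camera adjusted p = 0.00125, but adjusted p = 0.119 with an estimated correlation), and *At5g55720*, encoding a pectate lyase family protein, fell by 4.96 (adjusted p = 1.21e-05). Of the 775 genes called between the wild-type stages, 626 (80.8%) had a stage 12 to 13 change of the same sign in *arf6-2 arf8-3* and 653 (84.3%) in *myb21-5 myb24-5* flowers, with slopes of 0.38 and 0.50. In *myb21-5 myb24-5* flowers this was 632 (81.5%), with a slope of 0.51, without the array labelled *myb21-5 myb24-5* stage 13 replicate A, left out after seeing the data.

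At stage 12, 1 of 3 tapetum genes was higher in *arf6-2 arf8-3* flowers (3 adjusted over the list alone). It was *A9* (log2 change 2.74, adjusted p = 0.0412), a call lost without any 1 of the wild-type stage 12 arrays, or *arf6-2 arf8-3* replicate A or B (largest adjusted p = 0.171, *arf6-2 arf8-3* replicate B), while all 3 were called without *arf6-2 arf8-3* replicate C. Of 5 *GH3* genes, 1 was lower and 2 were higher in *arf6-2 arf8-3* (1 and 2 adjusted over the list alone), *GH3.5* and *GH3.9*, and 1 was lower in *myb21-5 myb24-5* flowers (2 lower and 1 higher adjusted over the list alone). The 2 higher became 0 without wild-type stage 12 replicate A and 1 without any other 1 of the 6 arrays compared, where *GH3.9* (log2 change 0.59, adjusted p = 0.0474) was not called without any 1 of them but *arf6-2 arf8-3* replicate C (adjusted p = 0.0567 to 0.198). These list counts without 1 array, here and above, were added after seeing the data. Of 3 reference genes, limma called 0 in *arf6-2 arf8-3* (1 at an unadjusted p under 0.05) and 0 in *myb21-5 myb24-5* flowers (0 at an unadjusted p under 0.05).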
